# Spatial transcriptomic interrogation of the murine bone marrow signaling landscape

**DOI:** 10.1038/s41413-023-00298-1

**Published:** 2023-11-06

**Authors:** Xue Xiao, Conan Juan, Tingsheng Drennon, Cedric R. Uytingco, Neda Vishlaghi, Dimitri Sokolowskei, Lin Xu, Benjamin Levi, Mimi C. Sammarco, Robert J. Tower

**Keywords:** Bone, Physiology

## Abstract

Self-renewal and differentiation of skeletal stem and progenitor cells (SSPCs) are tightly regulated processes, with SSPC dysregulation leading to progressive bone disease. While the application of single-cell RNA sequencing (scRNAseq) to the bone field has led to major advancements in our understanding of SSPC heterogeneity, stem cells are tightly regulated by their neighboring cells which comprise the bone marrow niche. However, unbiased interrogation of these cells at the transcriptional level within their native niche environment has been challenging. Here, we combined spatial transcriptomics and scRNAseq using a predictive modeling pipeline derived from multiple deconvolution packages in adult mouse femurs to provide an endogenous, in vivo context of SSPCs within the niche. This combined approach localized SSPC subtypes to specific regions of the bone and identified cellular components and signaling networks utilized within the niche. Furthermore, the use of spatial transcriptomics allowed us to identify spatially restricted activation of metabolic and major morphogenetic signaling gradients derived from the vasculature and bone surfaces that establish microdomains within the marrow cavity. Overall, we demonstrate, for the first time, the feasibility of applying spatial transcriptomics to fully mineralized tissue and present a combined spatial and single-cell transcriptomic approach to define the cellular components of the stem cell niche, identify cell‒cell communication, and ultimately gain a comprehensive understanding of local and global SSPC regulatory networks within calcified tissue.

## Introduction

In healthy bone, skeletal stem and progenitor cells (SSPCs) are tightly regulated to self-renew, to maintain the stem cell pool, and to differentiate to replenish the population of bone-forming osteoblasts.^1,2^ Disruption of this tight SSPC regulation is associated with the onset of metabolic bone disorders leading to progressive bone loss, such as osteoporosis. Disruption of SSPC regulation is typically caused by localized changes within the bone marrow niche.^3^ Thus, identifying and characterizing the SSPCs within their local regulatory environment is an area of intense research.

While single-cell RNA sequencing (scRNAseq) has become widely used and can interrogate each individual cell within a tissue, the requirement for dissociation, often through enzymatic digestion, not only alters the transcriptional profile of each cell but also removes the ability to place these cells within their native environment. The ability to interrogate the spatial profile of these cells relative to each other in tissue only recently came about with the development of the spatial transcriptomics platform. While this technique is easily applied to soft tissue, the need to decalcify bone, a process that typically destroys mRNA, has remained an obstacle for long bone samples. As a result, scRNAseq has been the primary approach to dissect SSPC populations in long bone.^4–7^ A variety of markers have been proposed using transgenic mice and immunohistochemistry to label SSPC populations, including platelet-derived growth factor receptor alpha (PDGFRα) and SCA1 (termed PαS cells),^8^ leptin receptor (LEPR), and CXCL12 (termed CXCL12-abundant reticular cells, CAR cells).^9,10^ The application of scRNAseq has significantly advanced our understanding of the intrinsic signaling mechanisms in these SSPC populations.^5,11,12^ However, single-cell studies have revealed that previously proposed markers label discrete stromal cell subtypes, supporting the concept of heterogeneity within the proposed SSPC populations. These studies have also shown that previously identified stromal cells have expression profiles that overlap with markers for committed adipocyte lineage cells, such as *Adipoq*, and that these SSPC markers may also label progenitor cells already primed to the osteogenic and adipogenic lineages.^4,7^ This lack of consensus highlights the complexity of stem cell biology within the bone and underscores the need to better understand the mechanisms driving this diversity.

The finding that SSPC populations have multiple transcriptional profiles may be due to various factors. One possibility is that their transcriptional profile can be dictated by their localization within the marrow, a spatial interrogation difficult to assess by scRNAseq. Stem cells are regulated by the secretion of soluble factors by neighboring cells that comprise the stem cell niche. Subtle shifts in the spatial location or changes in the cell‒cell interactions of SSPCs and niche-forming marrow resident cells can have a profound impact on SSPC fate and function.^13,14^ However, understanding these spatial relationships in vivo in an unbiased manner has proven challenging. Researchers have applied large-scale scRNAseq to multiple cell types in an attempt to computationally reconstruct the stem cell niche and assign primary regulatory factors to their key cell types of origin.^12^ However, in addition to lacking any spatial information, this technique is limited in disentangling cell‒cell communication due to numerous secreted factors that are derived from the diverse cell types present within the bone marrow environment. As such, a more comprehensive understanding of the in situ SSPC niche microenvironment that places these cells in the spatial context of major niche modulators, such as the bone surface or blood vessels, is needed.^4^

Spatial transcriptomics bypasses the need to generate single-cell suspensions, preventing the introduction of potential artifacts by enzymatic digestion and providing unbiased transcriptional profiling in vivo. While widely used on soft tissues such as the brain^15,16^ or to unravel heterogeneity and spatial organization in tumors,^17,18^ this technique has only recently begun to be utilized in the context of musculoskeletal tissue. Early studies used spatial transcriptomics in soft tissue such as tendon^19,20^ or muscle^21,22^ and, most recently, we utilized this technique for mineralized bone tissue such as the developing calvarial suture^23^ or regenerating digit tip.^24^ Barring the need for tissue decalcification while still preserving mRNA in long bones, limitations in spatial resolution remain a major drawback given that each spatial spot within the Visium spatial gene expression system from 10 × Genomics represents 55 µm. Thus, a single spatial spot can encompass numerous diverse cell types in tissues with high degrees of cellularity and heterogeneity, making it challenging to determine whether changes in gene expression are the result of changes in cell composition within each spot, changes in gene expression within the cells comprising each spatial spot, or a combination of the two. In the context of intact musculoskeletal tissue, this limitation can be resolved (1) if the tissue area represents relatively low cellularity in which each spatial spot would correspond to only a few cells or (2) if cells of similar origin and transcriptome are present within each spot. However, with more heterogeneous tissue, in which cell types of very different lineages coexist within a tightly confined space, these spots can encompass tens of cells with highly unique transcriptional profiles, making it difficult to ascertain the cause of observed transcriptional changes. The bone marrow stem cell niche is a prime example of this type of composition, where cells derived from vascular, hematopoietic, and mesenchymal lineages exist within tight spatial confines, carefully regulating each other through direct and indirect signaling mechanisms.^13,14^ Taken together, the technical difficulties and tissue composition of the bone marrow niche have made it a difficult target for spatial transcriptomics.

To overcome the spatial limitations outlined above, we combined spatial transcriptomic data with bone marrow scRNAseq and several different predictive modeling packages to deconvolve the larger spatial spots into their cellular constituents. Using this approach, we first spatially localized SSPC subtype populations previously identified using scRNAseq.^5,7^ Using correlative analyses, we then mapped out cellular subtypes enriched within these SSPC-containing spatial spots, with *Pdgfra*^+^*Sca1*^+^ SSPCs preferentially localizing to the periosteal surface and *Cxcl12*^+^*Lepr*^+^ SSPCs enriching within the marrow. Finally, we used cell‒cell interaction analyses, spatial gene expression, and spatial-time analyses^23,24^ to reveal signaling networks utilized within the niche and across microdomains within the bone. This study overcomes technical and analytical obstacles for spatial transcriptomics in long bone to assess, for the first time, changes in SSPC regulation within its in vivo context.

## Results

### Analysis of adult mineralized bone by spatial transcriptomics

Although recent advances in scRNAseq have allowed transcriptional interrogation of cells within the bone marrow, technical and analytical approaches have a limited ability to place these cellular changes within the context of their native bone environment. To overcome this limitation, we subjected adult mouse femurs to spatial transcriptomic analyses (Fig. 1). 

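Spatial expression was measured with 10x Visium for formalin-fixed, paraffin-embedded tissue in 4 femur sections of 10-week-old C57BL/6 mice, 2 sections from each of 2 mice. They are called here sections 1-1 and 1-2 (femur 1) and 2-1 and 2-2 (femur 2). The assay counts ligated probe pairs as unique molecular identifiers (UMIs) for each gene and spot. The counts are raw and come from Space Ranger on the mm10 build, by the submitters' processing notes, which give no version. The sections held 1078, 1038, 1223 and 1193 spots with 363014, 401714, 1654622 and 1757127 UMIs, in that order. The median spot held 317, 340, 423 and 580 UMIs and 187, 191, 279 and 345 genes. Hba-a2, an alpha-globin gene of red cells, was the most abundant gene of femur 1, with 15.7% and 14.5% of the UMIs of its sections. In femur 2 it held 1.58% and 2.04%, and Acta1, the actin of skeletal muscle, held 1.86% and 1.91%. Between the sections of 1 femur, gene counts differed by more than counting noise, which gives a chi-square per gene of about 1 (1.82 in femur 1 and 2.22 in femur 2). Between sections of different femurs the same measure lay between 52.33 and 59.47.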

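Comparisons were made between groups of spots within the same femurs. Counts of each spot group were added over both sections of a femur, which gave 4 sums per comparison, and these were tested with edgeR's quasi-likelihood test with femur as a block and TMM normalization. Genes with at least 10 counts in at least 2 of the 4 sums were tested, and a Benjamini-Hochberg adjusted p under 0.05 was a call. The summed count of each gene list was tested in the same fit, with adjustment over the lists of a comparison. A test in 1 femur alone takes its 2 sections as replicates and so holds for 1 mouse, and sums per section take sections that share a mouse as replicates. In every comparison but the split of marrow spots by mesenchymal genes, edgeR took the spread from a trend shared over genes. There, standard errors and p-values do not measure how far a single gene or list varies between the 2 mice. With 2 mice the test misses many real differences. On simulated counts of the same depth it recovered, of 100 genes changed 4-fold, 26 between bone and marrow spots, 57 between mesenchymal-high and -low marrow spots and 7 between Cxcl12 or Lepr positive and negative marrow spots. For marrow spots split by endothelial or by bone genes it recovered 45 and 61. The simulation gave all genes the same dispersion and drew them independently, so recovery in the real counts may be lower. Of 2 lists of genes changed 2-fold, edgeR called 2 in the endothelial split and 1 in the bone gene split, but 0 in bone against marrow spots, 0 in the mesenchymal split and 0 in the Cxcl12 or Lepr split, so a 2-fold change of a list can be missed there.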

Femurs were bisected and fixed in buffered formalin overnight at 4 °C. The samples were then decalcified in EDTA for 2 weeks with fresh decal added every 2 days. The decalcified femurs were then processed for standard paraffin embedding. Histological sections were placed on the Visium Spatial Gene Expression slide, which contains spatially unique capture oligos. Following staining and imaging, histological sections were hybridized using a comprehensive mouse whole transcriptome probe set mapping to ~20 000 genes. Following probe ligation and rinsing, specifically hybridized probes were then released from the tissue through permeabilization and captured by Visium slide oligos. Subsequent sequencing, alignment, and registration to the H&E-stained image resulted in gene expression information within its original 2D position within the bone. Following exclusion of surrounding soft tissue, as well as cartilage from the growth plate, quality controls were applied to assess the transcript recovery efficiency (Fig. 1a). 

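Regions were taken here from the transcripts of each spot, not from the images. A spot with at least 50 UMIs was assigned to bone when 13 bone genes, among them Ibsp, Dmp1 and Sost of osteoblasts and osteocytes, exceeded their share of the section (one-sided binomial p under 0.01). Muscle (10 genes such as Acta1 and Ckm) and cartilage (7 genes such as Col2a1 and Acan) were assigned in the same way. Marrow spots were the others whose share of 15 granulocyte and myeloid genes, such as S100a8 and Mpo, was not below that of the section. This gave 115, 99, 202 and 180 bone spots, 801, 770, 504 and 749 marrow spots, 115, 129, 170 and 162 muscle spots and 28, 27, 79 and 82 cartilage spots in sections 1-1, 1-2, 2-1 and 2-2. The granulocyte and myeloid genes held 0.162, 0.195, 0.028 and 0.036% of the UMIs of the sections, so that few spots fell below their share. Erythroid genes took a median of 24.2% and 21.7% of the UMIs of a marrow spot in femur 1, and 1.56% and 1.9% in femur 2. The 10 muscle genes held 2.0, 1.78, 7.2 and 6.8% of the UMIs of the marrow spots, so the marrow spots of femur 2 hold more muscle and fewer erythroid transcripts than those of femur 1. In a second grouping, spots were sorted by k-means clusters of their expression. Its marrow clusters held 705, 494, 292 and 451 spots, in which erythroid genes made up 27.3, 27.7, 22.7 and 21.6% of UMIs. In the last grouping, chosen after the erythroid shares were seen, marrow spots had to hold at least 5% erythroid UMIs. The spots that met this numbered 753, 720, 175 and 313. They held 267518, 290008, 105211 and 178419 of the 278080, 302121, 546575 and 593630 UMIs of the marrow spots taken with the anchor lists, so in femur 2 most UMIs of the marrow spots in that grouping come from spots poor in erythroid transcripts, and comparisons with it are read with this limit.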

To determine tissue-specific gene changes, we manually segmented spatial samples into cortical bone (orange), trabecular bone (blue), and bone marrow (magenta) (Fig. 1b). 

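Marrow spots, assigned by transcripts, held 300.3 ± 408.9 unique genes (mean ± SD over 2824 spots), and bone spots held 433.9 ± 565.2 (596 spots). Over all spots of a region, 18020 genes were detected in marrow and 14363 in bone. Cortical and trabecular bone were not separated. In sections 1-1, 1-2, 2-1 and 2-2 the mean was 184.5, 204.6, 493.9 and 392.1 genes per marrow spot and 200.3, 264.4, 528.0 and 570.7 per bone spot. With this grouping, bone spots held more genes than marrow spots in each of the 4 sections, which come from 2 mice. With regions taken from k-means clusters, marrow spots held 229.2 ± 128.0 genes (1942 spots, 17266 genes in all) and bone spots 362.9 ± 572.8 (826 spots, 13968 genes in all). In femur 1 the bone clusters then held fewer genes per spot than the marrow clusters: the section means were 192.1, 228.1, 275.3 and 258.6 for marrow and 155.2, 155.8, 575.9 and 300.4 for bone. With a minimum of 100 UMIs, section 2-1 had 573.0 genes per marrow and 571.7 per bone spot.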

Combined, our assessment showed an average of 172 ± 154 (cortical), 194 ± 96 (trabecular), and 233 ± 131 (marrow) unique genes per spot for a combined 13 115 (cortical), 9 605 (trabecular), and 17 524 (marrow) total unique genes represented within each of the morphologically unique regions. Notably, spatial spots were assigned to the tissue most represented within each spot and, as a result, may partially contain cells from neighboring tissue regions (i.e., spots designated as “cortical bone” overlay the cortical bone by >50% but may also partially overlap with neighboring bone marrow). Gene expression profiles were used to confirm the successful spatial delineation of captured transcripts (Fig. 1c). Both cortical and trabecular bone showed high levels of mature osteogenic transcripts (*Col1a1, Bglap*), with additional periosteal (*Postn*) and osteoprogenitor (*Sp7, Runx2*) genes enriched within the cortical and trabecular bone, respectively. In contrast, hematopoietic (*Ptprc*, encoding CD45), erythropoietic (*Hba-a2*), and proliferative markers were heavily enriched within the bone marrow (Fig. 1c). These data show for the first time the technical feasibility of conducting spatial transcriptomics within fully mineralized adult long bone tissue.

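Single genes of bone matrix, such as Tnn, Postn and Col16a1, passed the threshold in bone spots against marrow spots with the anchor lists. With k-means clusters these 3 did not pass (1.11, 0.99 and 1.39 on the log2 scale), and 7 of the 14 genes called had enough counts to be tested, each with the same sign. Bone spots were chosen by 13 other bone genes, so genes expressed with those were likely to be higher there. Such a rise is not independent support for regions drawn on images. Tnn, which encodes the bone matrix protein tenascin-W, had a log2 fold change of 3.67 (standard error 0.71, adjusted p = 0.000708), and Postn, which encodes periostin, a log2 fold change of 2.71 (standard error 0.64, adjusted p = 0.0204), both from edgeR over 2 femurs. Of 6811 genes tested, 13 were higher and 1 was lower in bone spots, each in the same direction in both femurs. The 10 with the largest rise were Ndnf, Tnn, Lrrc15, Prss35, Wnt16, Fgfr2, Cdh11, Col16a1, Cthrc1 and Postn, with log2 fold changes between 2.71 and 3.83. Among these, Cdh11 encodes a cadherin of osteoblasts, Fgfr2 an FGF receptor, Wnt16 a WNT ligand and Col16a1 a collagen chain. Tnn (ENSMUSG00000026725) lies on chromosome 1 of mm10 from 160085029 to 160153692, and Postn (ENSMUSG00000027750) on chromosome 3 of mm10 from 54359267 to 54391041. Col1a1 (ENSMUSG00000001506), the alpha 1 chain of type I collagen, lies on chromosome 11 of mm10 from 94936224 to 94953042. It had a log2 fold change of 2.13 (standard error 0.73, adjusted p = 0.243), with 759 UMIs in bone and 558 in marrow spots of femur 1 and 1987 and 1603 in femur 2. Bglap (ENSMUSG00000074483), which encodes osteocalcin and has a close paralog, Bglap2, that may share probes with it, lies on chromosome 3 of mm10 from 88383495 to 88384466 and had a log2 fold change of 2.44 (standard error 0.71, adjusted p = 0.0981). Runx2, a transcription factor of osteoprogenitors, had a log2 fold change of 0.81 (standard error 0.58, adjusted p = 0.850), and Sp7, another, was counted 3 times in femur 1 and 6 times in femur 2, too few to test.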

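With the anchor lists, 4 lists of bone genes, taken as sums, were above 0 in both femurs. These lists too may rise because bone genes chose the spots. The osteogenic list (12 genes measured, among them Col1a1, Bglap and Tnn) had a log2 fold change of 1.96 (standard error 0.76, adjusted p = 0.158), with 2.46 in femur 1 and 1.47 in femur 2. Of its 12 genes 1 was higher over all genes tested and 9 when adjusted over the list alone. The extracellular matrix list (20 genes, such as Col5a2 and Fn1) had 1.85 (standard error 0.78, adjusted p = 0.158), with 1 gene higher and 14 when adjusted over the list alone. The periosteal and fibrous list (13 genes, such as Postn and Thbs4) had 1.58 (standard error 0.74, adjusted p = 0.158), with 1 gene higher and 5 when adjusted over the list alone. The osteoclast list had 1.47 (standard error 0.70, adjusted p = 0.158), where Ctsk, the collagen-degrading cathepsin K, had 1.82 (standard error 0.68) and Acp5 1.95 (standard error 0.65), and 2 of 4 genes were higher when adjusted over the list alone. None of these 4 sums passed the threshold over the femur sums. All 4 passed in sums per section, where sections of 1 mouse count as replicates, with DESeq2, in each femur alone, without section 2-1 and with erythroid-rich marrow spots. The osteoclast list was not above 0 in both femurs under each grouping: it had 1.81 in femur 1 and −0.90 in femur 2 with k-means clusters, and 1.98 and −0.041 with erythroid-rich marrow spots. The number of genes called by edgeR was 2 without section 1-1, 9 without section 1-2, 165 without section 2-1, 12 without section 2-2 and 1475 with erythroid-rich marrow spots. With k-means clusters it was 0, at 1057 genes with an unadjusted p under 0.05, and Runx2 then had −0.56. Of the 14 genes called, 2 of the 12 tested still passed without section 1-1 and 8 of 13 without section 1-2. Without section 2-1 it was 9 of 9 and without section 2-2 it was 7 of 13. Postn did not pass without section 1-1 or without section 2-2. DESeq2 called 42 genes higher and 32 lower.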

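With the anchor lists, the erythroid, proliferation and leukocyte lists were below 0 in bone spots against marrow spots of both femurs, and their sums did not pass the threshold. The sections of femur 2 did not all go this way: the proliferation list was at 0.16 in section 2-1 and −1.52 in section 2-2, and the B cell list at 0.16 and −0.74. Ptprc (ENSMUSG00000026395, chromosome 1 of mm10 from 138062859 to 138175756) had a log2 fold change of −1.77 (standard error 0.65, adjusted p = 0.293) from edgeR, with 6 UMIs in bone and 146 in marrow spots of femur 1 and 16 and 98 in femur 2. Hba-a2 (ENSMUSG00000069917, chromosome 11 of mm10 from 32296492 to 32297310), whose paralog Hba-a1 may share probes with it, had −1.97 (standard error 0.87) with an adjusted p of 0.492. Mki67 (ENSMUSG00000031004, chromosome 7 of mm10 from 135689784 to 135716450), a marker of cycling cells, had −2.09 (standard error 0.72) with an adjusted p of 0.243. The 1 gene that fell was Pilra, an inhibitory receptor of myeloid cells, with a log2 fold change of −3.07 (standard error 0.79, adjusted p = 0.0494). It did not pass without section 1-1, 1-2 or 2-2. The erythroid list had a log2 fold change of −1.98 (standard error 0.89, adjusted p = 0.158), with all 14 measured genes below 0 and 8 lower when adjusted over the list alone. The proliferation list (13 genes, such as Cdk1 at −1.72 and Ccna2 at −1.81) had −1.55 (standard error 0.72, adjusted p = 0.158), with all 13 below 0 and 2 lower when adjusted over the list alone. The leukocyte list had −1.15 (standard error 0.66, adjusted p = 0.288), with 7 of 8 genes below 0 and 1 lower when adjusted over the list alone. The erythroid and proliferation lists passed in sums per section, where sections of 1 mouse count as replicates, with DESeq2, in femur 1 alone, the erythroid list also in femur 2 alone, and both without section 2-1 (−2.16 and −1.92), and the leukocyte list in sums per section and in femur 1 alone. The leukocyte and proliferation lists also passed with erythroid-rich marrow spots (−1.92 and −2.62). A list of skeletal muscle genes had −0.088 in bone spots against marrow spots and 1.13 with k-means clusters. From the transcripts of bone in bone and of blood cells in marrow, the paper concludes that spatial transcriptomics can be carried out in adult mineralized long bone.

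**Figure D1:**
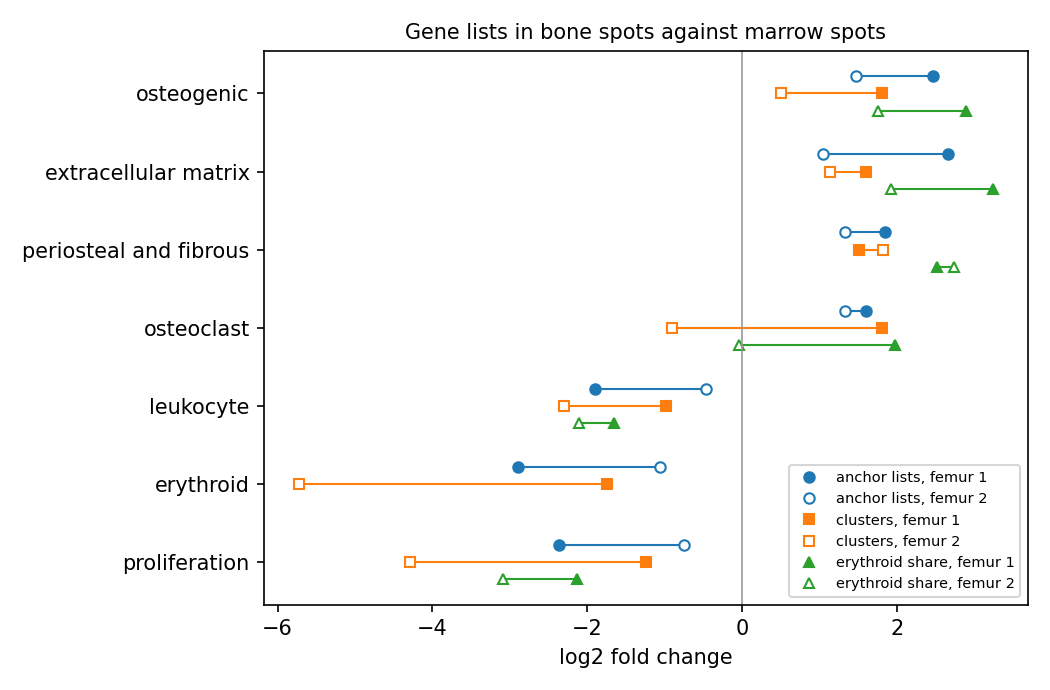
Log2 fold change (horizontal axis) of 7 gene lists in bone spots against marrow spots. Each point is 1 femur (filled, femur 1; open, femur 2), the line joins both femurs, and colors mark how spots were grouped. With the anchor lists, all 4 bone lists lie above 0 and all 3 blood cell lists below 0 in both femurs, whereas the osteoclast list lies on either side of 0 with clusters and with the erythroid share, where the erythroid list defines the marrow spots and has no point.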

**Fig. 1:**
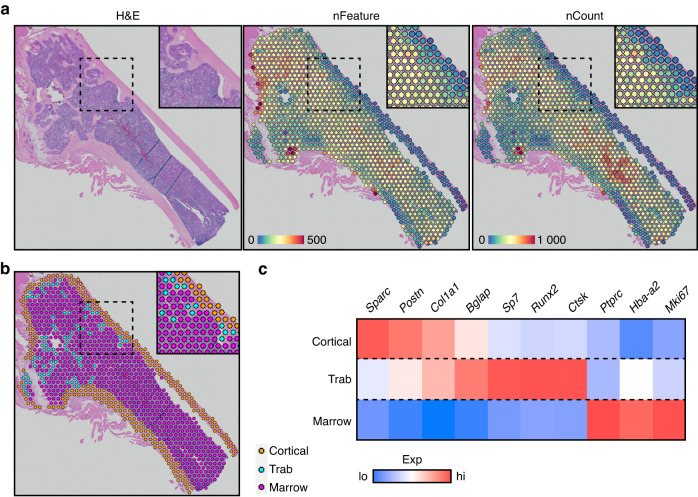
Spatial transcriptomic analyses of adult femurs. **a** Spatial feature plots of H&E-stained sections overlaid with the number of unique genes (nFeature) or unique transcripts (nCount) per spatial spot. **b** Manual segmentation of cortical bone, trabecular bone, and bone marrow spatial spots by histological morphology. **c** Marker genes showing enriched expression within each segmented compartment

### Computational deconvolution of spatial spots using scRNAseq

The high complexity of the bone marrow in terms of the diversity of cell types present in close proximity of each other, in combination with the limited spatial resolution of spatial transcriptomics, make it challenging to assign spatial gene expression profiles to individual cell types. To overcome this, we made use of scRNAseq to computationally deconvolve spatial spots into their cellular constituents. Deconvolution of spatial spots was conducted using scRNAseq datasets and the packages Seurat, CellTrek, and Cell2Location (Fig. 2). Seurat relies on data transfer of uniquely expressed genes between cellular clusters, CellTrek uses a mutual nearest neighbor-based approach to map individual cells to spatial data, and Cell2Location uses a decomposition-based approach. For our studies, multiple scRNAseq datasets were combined from bone- and marrow-derived cells^5,7^ to generate a single object comprising all major cell types of the bone marrow (Figs. 3a and S1). Seurat, CellTrek, and Cell2Location each provided a probability in which an scRNAseq cluster of interest is present within each spatial spot (Fig. 3b). Predictive modeling was conducted for all clusters and mapped to all regions of our spatial data. The discerning power of each predictive model was then determined by calculating the standard deviation in predictive scores within a single spatial spot across all clusters (larger values denote an increased ability to distinguish the enrichment of an individual cell type above random mixing) (Fig. 3c). Next, predictive values were interrogated in terms of their cellular placement within the different spatial compartments (Fig. 3d). These results suggest that each of the predictive models possesses positive and negative attributes. Seurat showed a relatively high abundance of mesenchymal lineage (MesLin) cells within the cortical (65%) and trabecular (44%) bone, as well as within the marrow (49%). Conversely, Cell2Location showed a high abundance of hematopoietic cells within the marrow (63%) but a disproportional abundance of smooth muscle cells (SMCs) within both cortical (44% vs. 11% and 4% in Seurat and CellTrek, respectively) and trabecular (33% vs. 4% and 21% in Seurat and CellTrek, respectively) bone regions. CellTrek appeared to perform more moderately in both assigning MesLin cells to bone compartments and hematopoietic cells to the marrow compared to Seurat and Cell2Location (Fig. 3d). To overcome these limitations within each predictive package, we created a combined predictive pipeline. All spatial spots within the upper 2 quartiles of predictive values were selected for each of the 3 predictive models and compared to determine the level of overlap between each method (Fig. 3e). Spots in the upper 2 quartile predictive values in at least 2 separate methods were defined as positive for each cell type. The distribution of cells using our combined predictive pipeline showed strong mapping of MesLin cells to cortical bone (53%) and hematopoietic cells to the marrow compartment (83%) (Fig. 3f), consistent with the known cellular composition of these tissues. The presence of hematopoietic cells within the cortical (27%) and trabecular (59%) compartments likely reflects the fact that spatial spots designated as cortical or trabecular bone partially overlap with the neighboring marrow.

**Fig. 2:**
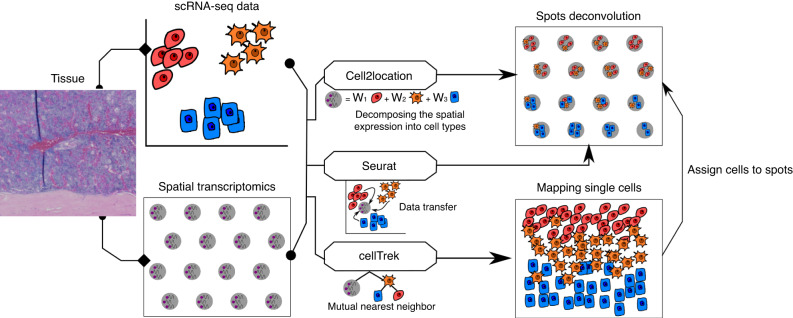
Spatial spot deconvolution using scRNAseq. Overview of the deconvolution of spatial spots. First, scRNAseq data and spatial data are collected from the same or similar tissue. Second, scRNAseq data and spatial transcriptomics are then fed to three different deconvolution algorithms: Cell2Location, Seurat, and CellTrek. Cell2Location uses a Bayesian model to decompose the spatial expression count matrix into cell type signatures. Seurat employs bulk gene expression deconvolution based on a single-cell reference. CellTrek maps single cells to spatial locations. Finally, prediction results of the cell type abundance at each spatial spot are generated from the three algorithms

**Fig. 3:**
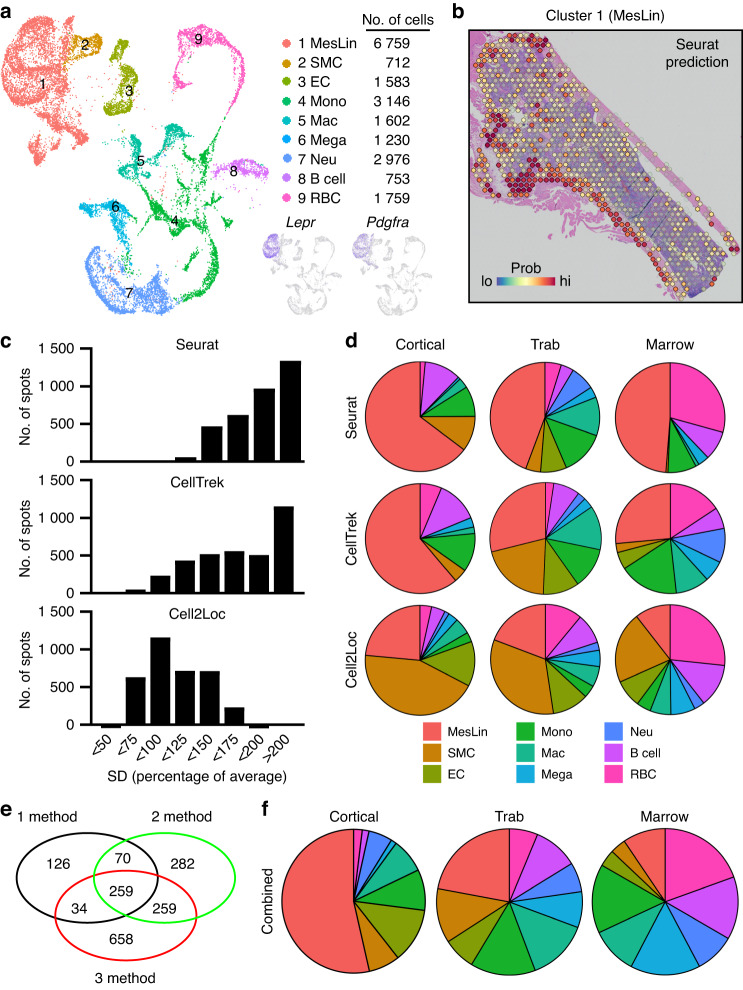
Compositional deconvolution of spatial spots using scRNAseq. **a** UMAP of bone marrow scRNAseq datasets. **b** Probability that spatial spots contain MesLin cells. **c** Standard deviation (SD) of predictive values for each cell cluster within each spatial spot. Higher values denote greater variation in predictive values and a greater discernment of cell types within each spatial spot. **d** Pie chart showing the probability of each indicated cell type being assigned to each spatial region using the three indicated predictive packages. **e** Overlap between prediction methods (Seurat, CellTrek, and Cell2Location) of spatial spots proposed to contain MesLin cells. **f** Pie chart showing the probability of each indicated cell type being assigned to each spatial region using the combined predictive pipeline

With this analytical pipeline, MesLin cells showed increased predictive probabilities within the cortical and, to a lesser extent, trabecular spatial spots (Fig. 4a, insert), likely corresponding to the high enrichment of osteoblasts and osteocytes within the bone. For confirmation of the use of these selection criteria, MesLin^+^ spatial spots were isolated from the marrow (Fig. 4a), and differentially expressed genes were calculated on MesLin^+^ marrow spots relative to MesLin^−^ marrow spots. 

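In marrow spots rich in mesenchymal transcripts, lists of bone matrix genes were above 0 and lists of blood cell genes below 0 in both femurs. With the anchor lists their sums did not pass in edgeR over femur sums. The erythroid and proliferation lists passed with DESeq2, and all 6 lists below passed with k-means clusters, in femur 2 alone and in sums per section, where sections of 1 mouse count as replicates. Col1a1 had a log2 fold change of 1.01 (standard error 0.38), Sparc, which encodes osteonectin, 0.80 (standard error 0.37), and Bglap 0.73 (standard error 0.36). Ptprc, the leukocyte antigen CD45, had −1.21 (standard error 0.33), Hba-a2 −1.45 (standard error 1.28) and Mki67 −1.40 (standard error 0.44). The deconvolution scores were replaced by a list of 10 genes, among them Col1a2, Col3a1, Pdgfra, Pdgfrb, Cxcl12, Lepr and Dcn. Col1a2, a chain of type I collagen that is also in the bone list, had 5104 and 5183 UMIs in sections 1-1 and 1-2. Over all spots of femur 1, Cxcl12 had 191, Pdgfra 39 and Lepr 17 UMIs. The split can thus follow collagen, and a rise of bone matrix lists may come in part from the choice of spots. UMIs of the 10 genes were counted after each marrow spot was thinned to 213 UMIs. Spots above the section's median of this count were mesenchymal-high (258, 202, 152 and 207 spots in sections 1-1, 1-2, 2-1 and 2-2) and the others low (343, 402, 168 and 290). The osteogenic list had a log2 fold change of 0.79 (standard error 0.46, adjusted p = 0.572), with 9 of 10 genes above 0, the extracellular matrix list 0.79 (standard error 0.50, adjusted p = 0.616), with all 20 above 0, and the periosteal and fibrous list 1.09 (standard error 0.48, adjusted p = 0.358), with all 13 above 0. The leukocyte list had −0.80 (standard error 0.35, adjusted p = 0.358) and 3 of its 8 genes were lower when adjusted over the list alone. The erythroid list had −1.48 (standard error 1.40, adjusted p = 0.915), and the proliferation list −1.32 (standard error 0.54, adjusted p = 0.358), with 7 of 12 genes lower when adjusted over the list alone. A list of muscle genes had 0.29 (0.57 in femur 1 and 0.010 in femur 2). The cartilage list of 2 genes had 1.47 (standard error 0.36, adjusted p = 0.0775, edgeR), the lowest adjusted p of the lists. Without section 1-1, 2-1 or 2-2, with another seed and with the top quartile, 1 of the 39 lists rose. It was not the osteogenic, the extracellular matrix or the periosteal and fibrous list.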

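Over the 6200 genes tested, edgeR called 0 genes with the anchor lists, with 480 at an unadjusted p under 0.05, and DESeq2 called 1 higher and 42 lower. With k-means clusters, 40 genes rose and 16 fell. Col1a1 (1.60), Sparc (0.93) and Bglap (1.22) then rose and Hba-a2 (−0.41) fell, while Ptprc (−0.31, adjusted p = 0.723) and Mki67 (−0.33, adjusted p = 0.397) did not pass. The list sums that passed with k-means clusters include osteogenic (1.16), extracellular matrix (0.73), periosteal and fibrous (1.06), leukocyte (−0.42), erythroid (−0.46), proliferation (−0.35) and muscle (0.46). Leaving out section 1-1, 1-2, 2-1 or 2-2 gave 23, 8, 2 or 9 calls, and another random thinning gave 47.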

Pathway analysis of DEGs showed enrichment in terms linked to matrix production/organization, as well as skeletal development and ossification, within MesLin^+^ spots, while MesLin^−^ spots were highly enriched for erythropoiesis, immune cells, and cell proliferation (Fig. 4b). To further refine this spatial localization of scRNAseq clusters, we next reanalyzed and subclustered MesLin cells (Fig. 4c). The expression pattern of marker genes (Fig. 4c and Table S1) revealed mature osteoblasts (OBs) and early osteocytes (Ocys), along with two previously proposed, heterogeneous SSPC populations, PαS cells, defined here as expressing high levels of *Pdgfra* and *Ly6a* (encoding SCA1) (PαS), and CXCL12-abundant reticular (CAR) cells, demarcated here by the expression of *Cxcl12* and *Lepr*. To characterize the spatial distribution of these SSPC clusters, we applied a similar predictive modeling workflow as described above, with MesLin^+^ spatial spots further divided into these two proposed SSPC cell subtypes, along with mature osteoblasts to serve as a control (Fig. 4d). 

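Neither gene that marks PαS cells differed detectably between bone and marrow spots at this depth. Pdgfra (ENSMUSG00000029231), the alpha receptor of PDGF, lies on chromosome 5 of mm10 from 75151322 to 75198206 and had a log2 fold change of 0.79 (standard error 0.58, adjusted p = 0.871) from edgeR. It was counted 12 times in bone and 22 times in marrow spots of femur 1, and 64 and 119 times in femur 2. Ly6a (ENSMUSG00000075602), which encodes SCA1, lies on chromosome 15 of mm10 from 74994877 to 74998031. It had 0 UMIs in the bone and marrow spots of femur 1, where a floor of 3 counts is 0.373 and 0.052 UMIs per 10000, and 11 in bone and 19 in marrow spots of femur 2 (log2 fold change 0.55, standard error 1.16, adjusted p = 0.987, edgeR). With marrow spots that hold at least 5% erythroid UMIs, Pdgfra rose in bone spots, at 2.17 (adjusted p = 0.000150, edgeR). In that setting 626 of 4272 genes rose and 849 fell, so a call there says little about a single gene. Bone spots were not held to that share. The marrow spots left had 5, 12, 0 and 5 Pdgfra UMIs in sections 1-1, 1-2, 2-1 and 2-2. Cortical bone, trabecular bone and the periosteum were not separated here.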

Quantitative analyses of subtype distribution suggest that PαS cells were highly enriched within the cortical bone, especially along the outer cortical surface consistent with the periosteum (Fig. 4d, e). In contrast, CAR cells were found primarily within the bone marrow, consistent with bone marrow SSPCs. 

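Cxcl12 and Lepr were found in marrow and bone spots of both femurs. Cxcl12 (ENSMUSG00000061353), which encodes the chemokine that retains hematopoietic stem cells, lies on chromosome 6 of mm10 from 117168535 to 117181368. It was counted 106 times in marrow and 39 times in bone spots of femur 1, and 469 and 209 times in femur 2. Per UMI this is a log2 fold change of 0.44 (standard error 0.62, adjusted p = 0.968) from edgeR in bone against marrow spots. Lepr (ENSMUSG00000057722), the leptin receptor, lies on chromosome 4 of mm10 from 101717137 to 101815352, was counted 11 and 3 times in marrow and bone spots of femur 1 and 19 and 10 times in femur 2, and had 0.37 (standard error 0.79) with an adjusted p of 0.987. Adipoq, an adipokine gene that these reticular cells also express, had −0.82 (standard error 0.62). No difference was detectable for these genes at this depth, except that Cxcl12 was higher in bone spots in femur 1 alone (1.23). In that test 288 of 2511 genes rose and 320 fell. In the fit of both femurs Cxcl12 had 0.72 in femur 1. Lepr turned to −0.42 with k-means clusters, −0.84 with erythroid-rich marrow spots and −0.36 without section 2-1.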

Osteoblasts were associated primarily with trabecular spatial spots and to a much lesser extent within cortical spatial spots, consistent with the high bone remodeling frequently observed within trabecular compartments. Our combined predictive pipeline approach demonstrates the collective power of spatial transcriptomics and scRNAseq to overcome limitations in spatial resolution and spatially localize PαS and CAR cells to the periosteum and marrow, respectively.

**Fig. 4:**
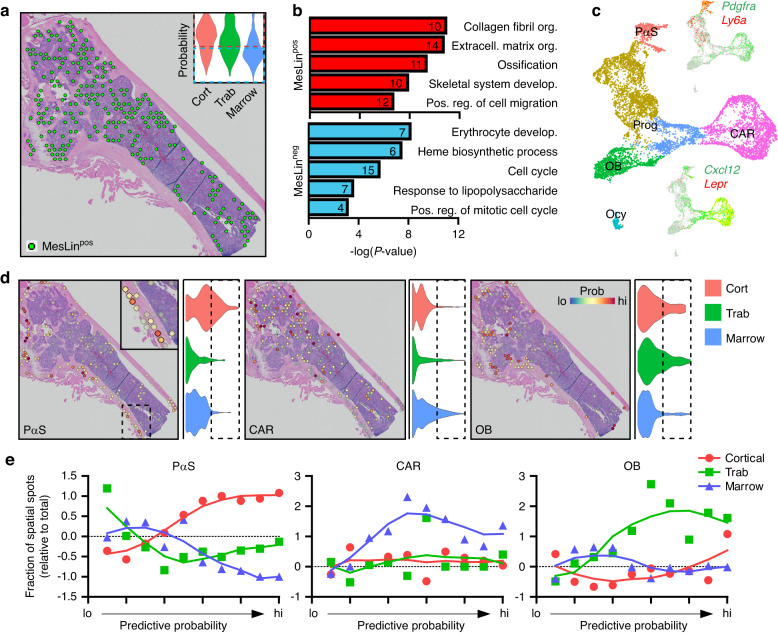
Proposed SSPC subtypes localize to spatially distinct skeletal regions. **a** Spatial spots identified as containing MesLin cells within the marrow. The insert shows the probability of MesLin cells localizing to each of the spatial regions. Dotted boxes denote the upper (red) and lower (blue) 2 quartiles. **b** Pathway analysis of marrow DEGs enriched in MesLin^+^ and MesLin^−^ spatial spots. **c** UMAP of subclustered MesLin cells. **d** Predictive modeling of the indicated single-cell cluster onto spatial spots. **e** Predictive modeling quantification of the indicated MesLin subcluster onto segmented spatial data

### Defining the cellular components of the marrow SSPC niche

Having computationally derived the spatial locations of this heterogeneous *Cxcl12*^*+*^*Lepr*^*+*^ SSPC population within the bone marrow, we next investigated the other cellular components present within the bone marrow SSPC niche. We combined our predictive pipeline data for each cell cluster (Fig. 3f). Next, correlative analyses were conducted to determine the probability that SSPCs and each indicated cell type are present within the same spatial spots (i.e., which cell types are frequently found to be present within the same spatial location as SSPCs) (Fig. 5a). Correlations using all three predictive modeling packages (Seurat, CellTrek, Cell2Location) were used to quantify the slope of the spatial correlations between SSPCs and the cell types of interest (in log scale) and the significance of this correlation (Fig. 5b). These results suggest that *Cxcl12*^*+*^*Lepr*^*+*^ SSPCs within the bone marrow are most frequently spatially associated with smooth muscle cells, endothelial cells, macrophages, and, to a lesser extent, megakaryocytes. Conversely, SSPCs show a strong, negative spatial correlation with red blood cells (Fig. 5c). These results recapitulate previous works in the stem cell field,^13^ validating this approach to assess the cellular composition of the niche using spatial transcriptomics and our deconvolution pipeline.

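Markers of smooth muscle, endothelium, macrophages and megakaryocytes did not differ detectably between marrow spots with and without a Cxcl12 or Lepr UMI after thinning. Spots with at least 1 UMI of Cxcl12 or Lepr after the same thinning were compared with the other marrow spots. They numbered 28, 22, 28 and 34 against 573, 582, 292 and 463 in sections 1-1, 1-2, 2-1 and 2-2. Without thinning, 57, 43, 115 and 151 marrow spots held either gene. The spots with neither then held 204156 and 306388 UMIs in sections 2-1 and 2-2, against 501225 and 529905 in the other spots compared here. In femur 2 many of those UMIs thus came from spots that carry either gene, which weakens the contrast. The smooth muscle list had a log2 fold change of −0.82 (standard error 0.50, adjusted p = 0.913), with −0.68 in femur 1 and −0.88 in femur 2. All 6 of its measured genes lay below 0, such as Myh11, a smooth muscle myosin, at −1.33 (standard error 0.89). The positive spots of femurs 1 and 2 held 1 and 4 UMIs of Myh11 and 5 and 49 of the list. Most genes lay below 0 in this split: of those outside Table S5, 30.2% lay above. The endothelial list had −0.14 (standard error 0.46, adjusted p = 0.913), where Cdh5, the endothelial cadherin, had −0.002 (standard error 0.66), with 3 genes above and 7 below 0. The macrophage list had −0.32 (standard error 0.48, adjusted p = 0.913), with C1qa, a complement subunit, at 0.60 (standard error 0.68), and the megakaryocyte list 0.085 (standard error 0.48, adjusted p = 0.913), with Pf4, platelet factor 4, at 0.20 (standard error 0.47). The median over all 4364 genes tested was −0.33 in this comparison, −0.24 with DESeq2's size factors and −0.84 in sums per section, so these values are read against it. edgeR called 0 genes, with 69 at an unadjusted p under 0.05, and DESeq2 called 0 as well. Of the 39 lists, 0 passed, between log2 fold changes of −0.82 and 0.25. With a wider defining list of 6 genes, 1 of the 39 lists rose (adjusted p = 0.00497, edgeR). The sign depended on the grouping: with a wider list of 6 genes the smooth muscle, endothelial and macrophage lists had 0.72, 0.093 and 0.21, and the megakaryocyte list turned to −0.30 without section 1-1 and −0.15 without section 2-1.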

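Red blood cell transcripts were not detectably different in Cxcl12 or Lepr positive marrow spots. The erythroid list had a log2 fold change of −0.26 (standard error 1.15, adjusted p = 0.913) from edgeR, with −0.94 in femur 1 and 0.42 in femur 2, and 10 of its 14 genes were below 0. Hba-a2 had −0.27 (standard error 1.05) and the beta-globin gene Hbb-bt −0.64 (standard error 0.59). The list was lower in femur 1 alone (−0.70, where the median over all genes was −0.61), lower with a minimum of 100 UMIs per spot (−0.58), and at 0.13 without section 2-2. By section the erythroid list had −2.03, −2.04, 1.21 and −0.70 in sections 1-1, 1-2, 2-1 and 2-2, above 0 in section 2-1 alone. In sums per section the median over all genes was −0.84, which is of the fit of all sections and not of any single section. Other lists were also low in femur 1. By section, Table S5 genes had −1.52, −1.65, −0.52 and −0.10, and genes of oxidative phosphorylation −1.67, −1.79, −0.34 and −0.17. The low erythroid values of femur 1 are thus not particular to that list. In section 2-2 the erythroid value lay below both of these lists. From the positive and negative associations together, the paper concludes that its deconvolution recovers the composition of the niche described in earlier work.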

**Fig. 5:**
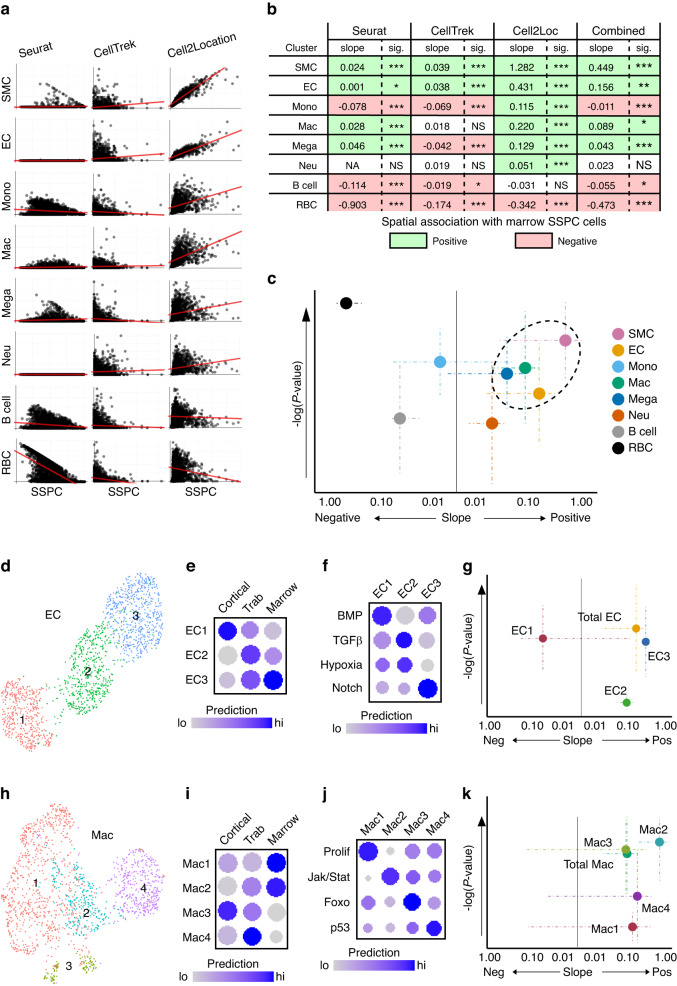
Identification of niche-resident cells. **a** Probability correlations indicating the likelihood that cell types are present within marrow *Cxcl12*^*+*^*Lepr*^*+*^ SSPC spatial spots. **b** Statistical analyses showing the likelihood that the indicated cell is present within the stem cell niche. Green values indicate significant positive enrichment; red values indicate significant negative enrichment. **c** Bubble plot showing cell types predicted to be within the niche. Cell types within the dotted boundary were significantly enriched. **d** UMAP of subclustered ECs. **e** Dot plot showing predictive values of where each EC subcluster maps to each spatial transcriptomic region. **f** Dot plot showing modular scoring of pathway activation within each EC subcluster. **g** Bubble plot showing EC subclusters predicted to be within the SSPC niche. **h** UMAP of subclustered Macs. **i** Dot plot showing predictive values of where each Mac subcluster maps to each spatial transcriptomic region. **j** Dot plot showing modular scoring of pathway activation within each Mac subcluster. **k** Bubble plot showing Mac subclusters predicted to be within the SSPC niche

To further refine the cellular constituents present within the bone marrow *Cxcl12*^*+*^*Lepr*^*+*^ SSPC niche, we subclustered and reanalyzed endothelial cell (Fig. 5d–g) and macrophage (Fig. 5h–k) single-cell populations for their association with SSPC-containing spatial spots. Endothelial cells were subclustered into 3 transcriptionally unique subpopulations (EC1-3) (Fig. 5d). EC1 was enriched for marker genes for sinusoidal vessels, while EC3 was enriched for arteriole markers^4^ (Fig. S3A). EC2 showed moderate expression for each vessel type but was enriched for angiogenic tip cells vs. stalk endothelial cells^25^ (Fig. S3B, C). These 3 endothelial cell subclusters exhibited differential mapping to our spatial data, with EC1 most closely associated with cortical bone surfaces, EC2 associated primarily with trabecular bone, and EC3 associated with the bone marrow and, to a lesser extent, trabecular bone (Fig. 5e). Pathway analysis of subcluster DEGs (Table S2) showed enriched activation of BMP signaling in EC1, TGFβ and hypoxia-related signaling in EC2, and Notch signaling in EC3 (Fig. 5f). Calculation of the correlation slopes revealed that EC3 was significantly and positively correlated with SSPC-containing bone marrow spatial spots, while the EC1 and EC2 subpopulations showed a strong negative and weak positive correlation, respectively (Figs. 5g and S2A). 

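Genes of the 3 endothelial subclusters showed no detectable difference between Cxcl12 or Lepr positive and negative marrow spots. For EC3, 13 of its 30 leading genes were measured, and their sum had a log2 fold change of −0.58 (standard error 0.53, adjusted p = 0.913) from edgeR, with −1.22 in femur 1 and −0.13 in femur 2. Among them, Vim, an intermediate filament gene, had −0.24 (standard error 0.49). The EC1 genes had −0.35 (standard error 0.47, adjusted p = 0.913), with Il6st, the shared receptor subunit of IL-6 cytokines, at −1.48 (standard error 0.86). Il6st had 0 and 5 UMIs in the positive spots of femurs 1 and 2. The EC2 genes had −0.31 (standard error 0.53, adjusted p = 0.913), with the basement membrane collagen gene Col4a1 at −0.45 (standard error 0.51). The sums used the 30 genes of largest fold change of each subcluster in Table S2 that mark 1 subcluster. With the wider defining list the sums of EC1, EC2 and EC3 turned to 0.58, 0.43 and 0.60, and EC3 had 0.23 with k-means clusters.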

Similar subcluster analyses were conducted on macrophages (Mac1–4) (Fig. 5h), with spatial mapping showing distinct areas of enrichment for each of the 4 macrophage subclusters (Fig. 5i). Pathway analyses from subcluster DEGs (Table S3) showed unique enrichment in several pathways linked to cellular function and inflammatory status (Fig. 5j). 

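The genes of macrophage subcluster Mac2 did not differ detectably between Cxcl12 or Lepr positive and negative marrow spots. Of 30 Mac2 genes from Table S3, 16 were measured and their sum had a log2 fold change of −0.18 (standard error 0.58, adjusted p = 0.913) from edgeR, with −0.62 in femur 1 and 0.26 in femur 2. Apoe, which encodes apolipoprotein E, had −0.41 (standard error 0.48). The sum was at 0.041 without section 1-2 and at −0.42 in femur 1 alone, past the threshold, where the median over all genes was −0.61.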

Calculating the correlation slopes revealed that Mac2 was significantly and positively correlated with SSPC-containing bone marrow spatial spots (Figs. 5k and S2B). Mac3 cells showed a positive correlation with SSPC-containing spots similar to the total macrophage population but were not significantly enriched due to high variance in the correlative slopes between prediction methods (combined *P* value = 0.109 2), while both Mac1 and Mac4 associations were found to not be significant (Figs. 5k and S2B). These data demonstrate the feasibility of using single-cell prediction methods combined with spatial transcriptomics to identify heterogeneous populations of cell types frequently present within the stem cell niche. Furthermore, these results demonstrate that these cell types can be segmented by gene expression profiles and spatially subdivided to quantify enrichment within the SSPC niche.

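The genes of the other macrophage subclusters showed no detectable difference between these spots. Mac1 had a log2 fold change of −0.36 (standard error 0.56, adjusted p = 0.913), Mac3 −0.075 (standard error 0.53, adjusted p = 0.913) and Mac4 −0.10 (standard error 0.48, adjusted p = 0.913), each from edgeR. Among Mac1 genes, Slc25a4, a mitochondrial ADP/ATP carrier, had −0.32 (standard error 0.48). The Mac3 genes include matrix genes that mesenchymal cells express, Col1a1 at −0.23 (standard error 0.45) and Sparc at 0.23 (standard error 0.47). The Mac4 genes include Psap, which encodes prosaposin, at −0.20 (standard error 0.46). Mac1 had −0.41 in femur 1 alone, past the threshold, where the median over all genes was −0.61. The Mac3 sum was at 0.12 without section 1-2 and 0.06 without section 2-1.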

### Dissecting cell‒cell interactions within the SSPC niche

Having established the cell types frequently present within the SSPC niche, we next sought to determine the signaling mechanisms occurring within the stem cell microenvironment. Differential gene expression analysis was conducted on SSPC^+^ spatial spots within the marrow relative to other marrow spots using each of the 3 methods of single-cell predictions (Table S4) or our combined method approach (Table S5). 

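WNT, Notch and TGFβ genes did not differ detectably between Cxcl12 or Lepr positive and negative marrow spots. The WNT list had a log2 fold change of −0.34 (standard error 0.47, adjusted p = 0.913), with Ctnnb1, which encodes beta-catenin, at −0.72 (standard error 0.83) and the receptor gene Fzd4 at 0.63 (standard error 0.79). The Notch list had −0.14 (standard error 0.46, adjusted p = 0.913), with the receptor gene Notch3 at 0.014 (standard error 0.73) and the target gene Hes1 at −0.30 (standard error 0.87). Positive spots of femurs 1 and 2 held 2 and 10 UMIs of Notch3 and 0 and 8 of Hes1. The TGFβ list had −0.33 (standard error 0.47, adjusted p = 0.913), with the ligand gene Tgfb1 at −0.073 (standard error 0.55) and the receptor gene Tgfbr2 at 0.71 (standard error 0.72), all from edgeR. The lists are those of Table S7, of which 12, 13 and 11 genes were measured. Table S5 lists 870 genes that the study found enriched in marrow spots with stromal cells of these sections, so their direction here is not independent evidence. Of the 592 measured, 189 lay above 0 (31.9%), against 30.2% of the other genes, and their sum had −0.31 (standard error 1.18, adjusted p = 0.913). The Notch sum was at 0.091 without section 1-1, and the TGFβ sum at 0.053 in femur 2 alone.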

Pathway analysis of genes enriched within SSPC-containing marrow spots revealed enriched expression in several well-established morphogenetic pathways, including WNT, Notch, and TGFβ signaling (Fig. 6a). Next, we sought to use ligand‒receptor interactions to understand how these and other signaling cascades are regulated within the SSPC niche. Single-cell analysis packages have been previously developed to identify potential cell‒cell interaction mechanisms.^26–28^ However, they lack the spatial information to determine whether the proposed cell types both exist within a sufficiently close proximity and express the proposed ligand and receptor within this region. As such, it is challenging to distinguish computationally predicted (Fig. 6b, dotted arrows) from biologically relevant (Fig. 6b, solid arrows) signaling mechanisms. To overcome these limitations, we combined single-cell data with our spatial data to refine our list of total spatial and single-cell cluster DEGs into those genes that expressed known ligands or receptors, which were predicted to interact between cell types by *CellChat*, were mechanisms of cell‒cell interaction between the cell types predicted to be present within the SSPC niche and finally showed enriched expression within our predicted SSPC^+^ niche spatial spots (Fig. 6c and Table S6). Although unable to distinguish finer spatial organization, this combinatorial approach of scRNAseq and spatial transcriptomics can identify genes enriched within a 55 µm area (size of each spatial spot) around the predicted SSPC location. Probing of these different categories of overlapping DEGs allowed us to identify (i) niche signaling factors spatially restricted to the niche but showing widespread expression across multiple cell types (spatially restricted), (ii) genes that were enriched within cell types but not spatially restricted to the niche (cell type restricted), and (iii) genes that were found to show both cell type and spatially restricted expression (spatial and cell type restricted) (Fig. 6d). 

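Cd44, Cd74 and Ryr1, the examples of the 3 categories, did not differ detectably between Cxcl12 or Lepr positive and negative marrow spots. Cd44 (ENSMUSG00000005087), the hyaluronan receptor gene on chromosome 2 of mm10 from 102811141 to 102901669, had a log2 fold change of −0.87 (standard error 0.59). Cd74 (ENSMUSG00000024610), which encodes the MHC class II invariant chain and lies on chromosome 18 of mm10 from 60803849 to 60812652, had 0.10 (standard error 0.46). Ryr1 (ENSMUSG00000030592), the calcium release channel gene of skeletal muscle on chromosome 7 of mm10 from 29003340 to 29125179, had −0.26 (standard error 0.50). The adjusted p was 1.00 for each of the 3, from edgeR. In all marrow spots, Cd44 was counted 126 times in femur 1 and 350 in femur 2, Cd74 1122 and 1061 times, and Ryr1 123 and 1119 times. In the positive spots these counts were 2 and 13 for Cd44, 43 and 81 for Cd74 and 5 and 48 for Ryr1. Ryr1 had 10.7, 7.4, 16.8 and 16.4 UMIs per 10000 in the muscle spots of sections 1-1, 1-2, 2-1 and 2-2 and 2.09, 2.15, 10.3 and 9.37 in the marrow spots. Marrow spots taken from clusters held 2.02, 1.48, 2.63 and 3.83, and those with at least 5% erythroid UMIs 2.06, 2.1, 1.71 and 3.36. Cd74 turned to −0.047 without section 2-2 and Ryr1 to 0.045 without section 2-1. From the overlap of such genes with cell type genes, the paper distinguishes factors restricted by location, by cell type or by both.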

Similar results were obtained using RNAscope for *Cd44-*, *Cd74-*, and *Ryr1*-expressing cells surrounding *Lepr*^+^ SSPCs (Fig. 6e). Quantification of these in vivo results shows that while *Cd44*^+^ and, to a lesser extent, *Ryr1*^+^ cells are spatially restricted to within a few µm of *Lepr*^+^ SSPCs, *Cd74*^+^ cells were more ubiquitously dispersed (Fig. 6f). These data suggest that combining spatial and single-cell analyses can localize potential ligand‒receptor cell‒cell interactions predicted by scRNAseq algorithms within SSPC niche signaling in an unbiased manner to reveal new components of niche biology.

**Fig. 6:**
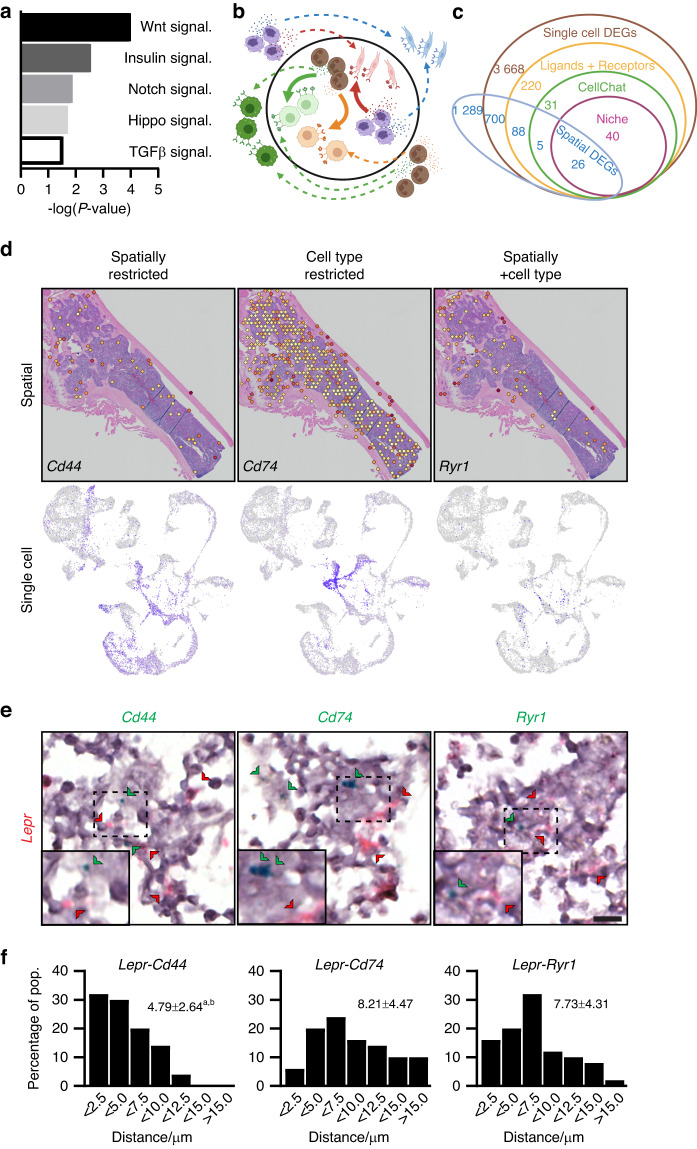
Signaling within the stem cell niche using spatial transcriptomics. **a** Pathway analysis of DEGs enriched with niche spatial spots relative to other spatial spots within the bone marrow. **b** Schematic of cell‒cell interactions. While scRNAseq can be used to predict ligand/receptor pairs between cell types, the addition of spatial information can distinguish biologically relevant interactions occurring between cells with close proximity (within circle, solid arrows) from those occurring between distant cells unlikely to occur in vivo (outside of circle, dotted arrows). **c** Predicted cell‒cell interactions using single-cell spatial transcriptomics. Genes were defined as showing enriched expression within select cell types (brown), encoding known receptors or ligands (yellow), predicted to communicate using *CellChat* (green), and being expressed by those cell types present within the stem cell niche (magenta). Genes were overlaid with spatial DEGs (blue). **d** Sample genes identified from cell‒cell interaction found to be spatially restricted to the niche but expressed by numerous different cell types (*Cd44*), genes expressed by only select cell type but present throughout the marrow (*Cd74*), and genes restricted both spatially and by cell type (*Ryr1*). **e** RNAscope of bone marrow showing *Lepr*-expressing SSPCs (red) and *Cd44* (left), *Cd74* (middle) and *Ryr1* (right) (green). Bar, 10 µm. **f** Distribution of distances between the indicated niche cell markers and *Lepr*^+^ SSPCs. Numbers above the graph represent the average±SD of the distance between cells. *n* = 50 cells per marker. ^a^*P* < 0.001 vs. *Cd74*, ^b^*P* < 0.001 vs. *Ryr1*

### Signal gradients establish domains within the bone marrow

In addition to local signaling axes present within the SSPC niche, we further hypothesized that broader signaling gradients exist within the bone marrow that establish domains within the marrow cavity. These microdomains would be the result of secreted ligands or the availability of nutrients and oxygen and act in a coordinated fashion, likely affecting all cells based on their proximity to major tissue areas such as the bone surface or blood vessels. To assess these gradients in an unbiased fashion, we conducted spatial-time analyses on marrow spatial spots (Fig. 7). This technique utilizes a manually designated reference line and then measures the distance between each spatial spot and the nearest point along this reference surface.^24^ First, spatial spots were aligned based on their relative proximity to the nearest blood vessel, trabecular bone, or cortical bone surface (Fig. 7a). Genes whose expression fluctuated as a function of their proximity to their reference surface were then identified (Fig. 7b). Pathway analysis was then used to identify major regulatory networks altered relative to their distance from the reference tissue.

**Fig. 7:**
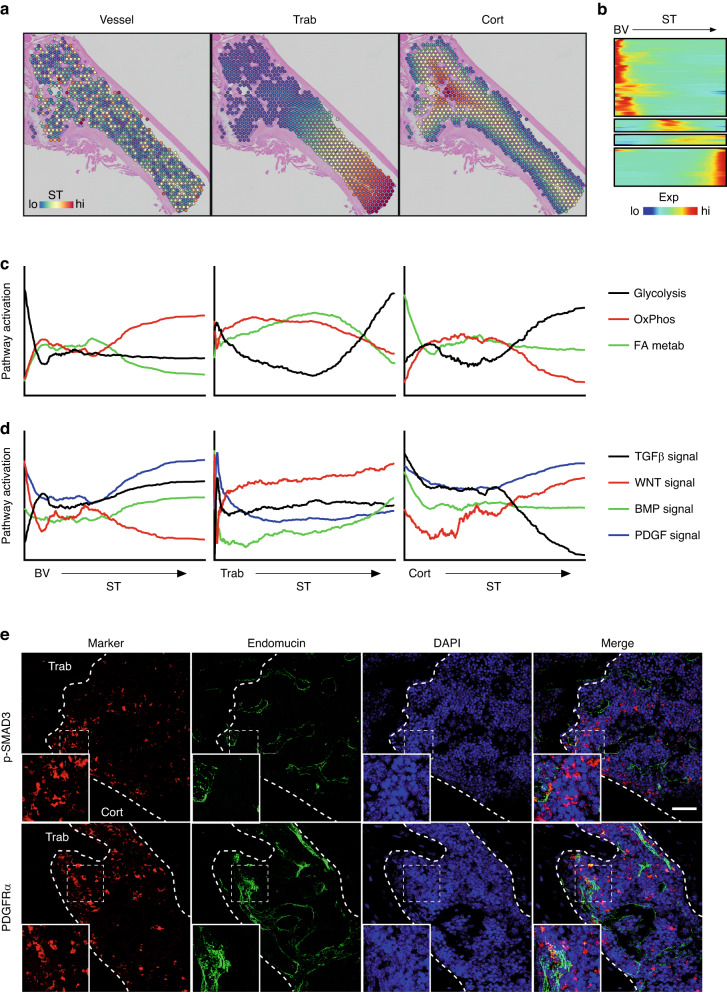
Spatial-time analysis reveals gradients of signals originating from the blood vessels. **a** Spatial distance calculations showing the minimal distance of each marrow spatial spot to the nearest vessel (left), trabecular bone surface (middle), and cortical bone surface (right). **b** Identification of genes that are differentially regulated across the marrow as a function of their distance to the nearest blood vessel. **c** Module scoring showing activation of the indicated metabolic pathways within marrow spatial spots relative to their distance to the nearest blood vessel (left), trabecular (middle), or cortical (right) surface. **d** Module scoring showing activation of the indicated morphogenetic pathways within marrow spatial spots relative to their distance to the nearest blood vessel (left), trabecular (middle), or cortical (right) surface. **e** Immunofluorescence staining of TGFβ activation (p-SMAD3) and PDGFRα in mouse long bone. Blood vessels are denoted by endomucin (green). Dotted lines denote the bone boundary. Bar, 100 µm

To observe overall pathway activation across SpatialTime as a function of the distance from the nearest vessel, trabecular, or cortical bone surface, we conducted module scoring, which calculates the average expression of a gene list curated from known KEGG pathways relative to background. 

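Genes of glycolysis showed no difference past the threshold in marrow spots that hold vessel or bone transcripts. The glycolysis list of Table S7 had a log2 fold change of 0.007 (standard error 0.30, adjusted p = 0.982) in endothelial-high spots and 0.15 (standard error 0.23, adjusted p = 0.793) in bone-list-high spots, from edgeR. Pklr, the pyruvate kinase of red cells and liver, fell in endothelial-high spots (−1.54, standard error 0.35, adjusted p = 0.00751), though not past the threshold without section 2-1 or 2-2, with DESeq2, without thinning or with at least 100 UMIs per spot. By femur it had −0.49 (femur 1) and −3.42 (femur 2). It had −0.19 with k-means clusters and 0.038 with erythroid-rich marrow spots, and of the 46 genes called with the anchor lists none passed in either (46 and 40 tested). In bone-list-high spots Pkm, the other pyruvate kinase gene, had 0.55 (standard error 0.26) and Eno3, the enolase of muscle, 0.39 (standard error 0.25). Distances to vessels and bone were replaced by transcripts in the same spot: marrow spots, thinned as above, were split by 16 endothelial genes such as Cdh5 and Emcn (64, 60, 83 and 87 high and 537, 544, 237 and 410 low spots in sections 1-1, 1-2, 2-1 and 2-2) or by the 13 bone genes (206, 251, 120 and 143 and 395, 353, 200 and 354). The endothelial-low spots held 363910 and 455642 UMIs in sections 2-1 and 2-2. Marrow spots without an endothelial UMI before thinning held 105224 and 176917 there, so many low spots of femur 2 also carried endothelial transcripts. The glycolysis sum was at −0.33 in endothelial-high spots without section 1-1 and −0.041 without section 1-2. It was higher in femur 2 alone (0.19), where 10 of 37 lists rose, but had 0.072 in femur 2 in the fit of both femurs. In bone-list-high spots it was higher in femur 1 alone (0.52), where 17 of 39 lists rose.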

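Lists of erythroid, cycling, megakaryocyte, neutrophil and B cell genes fell in endothelial-high marrow spots with the anchor lists and not with clusters. The leukocyte, macrophage and monocyte lists did not pass (−0.69, −0.52 and −0.20, adjusted p of 0.113, 0.362 and 0.885). Of 5541 genes 1 rose and 45 fell. Adipoq rose (1.12, standard error 0.31, adjusted p = 0.0424, edgeR), but was at −0.23 with k-means clusters and −0.39 with erythroid-rich marrow spots. The 6 with the largest fall were Pilra (−2.82), Slc7a1, an amino acid transporter gene (−2.65), Ctse, which encodes cathepsin E (−2.05), Sf3b3 (−1.94), the histone gene Hist1h2bj (−1.93) and Gp1ba, a platelet receptor gene (−1.83). Without section 1-1 Slc7a1, Ctse, Hist1h2bj and Gp1ba did not pass, without section 2-1 these and Pilra, and without section 2-2 Pilra, Slc7a1, Hist1h2bj and Gp1ba. The erythroid list fell by 1.38 on the log2 scale (standard error 0.39, adjusted p = 0.00695), with 6 of 14 genes lower and 11 when adjusted over the list alone. The proliferation list fell by 1.18, with 3 of 13 genes lower and 6 when adjusted over the list alone, and the megakaryocyte list by 1.04, with 3 of 9 lower and 6. The neutrophil maturation and B cell lists fell by 1.29 and 0.92, and the adipocyte list rose by 0.87, with adjusted p of 0.0134, 0.0157 and 0.0198. In femurs 1 and 2 the erythroid list had −0.61 and −2.14, the proliferation list −0.37 and −2.03 and the megakaryocyte list −0.19 and −1.89. These p-values use a spread shared over genes and do not measure that difference between the mice. In femur 1 alone the proliferation, megakaryocyte, neutrophil and B cell lists did not pass. With k-means clusters, the erythroid, proliferation, megakaryocyte, neutrophil maturation, B cell and adipocyte lists were at −0.073, −0.17, 0.009, 0.004, 0.14 and 0.07, none past the threshold, and edgeR called 1 gene. None of these 6 lists passed with DESeq2, without thinning or without the femur block. edgeR called 1 gene without thinning and, with a minimum of 100 UMIs, 0, at 431 with an unadjusted p under 0.05. Without section 1-1 the erythroid, neutrophil and adipocyte lists did not pass. Without section 2-1 the neutrophil list, and without section 2-2 all of these but the proliferation list, did not pass, and Adipoq passed without section 2-1 alone among the 4 sections left out. DESeq2 called 0 genes, at 98 with an unadjusted p under 0.05, where edgeR had 387, and without section 1-1, 1-2, 2-1 or 2-2 edgeR called 28, 87, 18 or 6.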

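In bone-list-high marrow spots, the osteogenic and the periosteal and fibrous lists rose and the erythroid list fell, though no list passed in femur 2 alone. The spots were chosen by 13 other bone genes, so lists expressed with those were likely to rise by that choice. Other lists can then fall as shares of the UMIs. The p-values cannot tell this apart from an effect of nearness to bone. The extracellular matrix and osteoclast lists did not pass (0.63 and 0.62, adjusted p of 0.0510 and 0.0815). The osteogenic list rose by 0.82 (standard error 0.24, adjusted p = 0.00716, edgeR), with 7 of 9 genes higher when adjusted over the list alone, among which Col1a1 had 1.04 (standard error 0.25) and Bglap 0.92 (standard error 0.28). The periosteal and fibrous list rose by 1.01 (adjusted p = 0.000565) and the erythroid list fell by 0.61 (adjusted p = 0.0223). By section the erythroid list had −0.99, −0.68, 0.53 and −1.07, above 0 in section 2-1, and it had −0.57, −0.76, −0.93 and −0.15 without section 1-1, 1-2, 2-1 and 2-2. The cartilage list of 2 genes rose by 1.46 (adjusted p = 0.000122), and by 0.46 (adjusted p = 0.742) without Chad, which encodes the cartilage matrix protein chondroadherin. Chad rose (1.61), and Hbb-bt (−0.998) and Tagln, a gene of smooth muscle (−1.96), fell. These were the 3 genes called of 5001. Chad and Tagln did not pass without section 1-2, and Hbb-bt did not without section 1-1 or 2-1. Without section 2-2 edgeR called 0 genes, at 115 with an unadjusted p under 0.05, and the osteogenic, periosteal and erythroid lists did not pass. DESeq2, over all sections, called 3 higher and 8 lower. Without section 2-1 the osteogenic and erythroid lists, and without section 1-1 the erythroid list, did not pass, and without section 1-2 edgeR called 1 gene. The osteogenic list did not pass with another seed (0.69), and neither it nor the periosteal and fibrous list did with anchor p under 0.001 (0.77 and 0.80) or without the femur block. Chad, Hbb-bt and Tagln did not pass with at least 100 UMIs per spot, with anchor p under 0.001 or without thinning, nor did the erythroid list. With k-means clusters edgeR called 77 genes, and 19 of the 39 lists rose, the muscle list among them (0.55).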

Scoring for genes linked to bioenergetics, we observed high levels of glycolytic gene expression immediately adjacent to blood vessels, immediately adjacent and distant from the trabecular surface, and distant from the cortical bone surface (Fig. 7c). In contrast, genes linked to oxidative phosphorylation (OxPhos) were predominantly found within spatial marrow spots distant from blood vessels and intermediate from both trabecular and cortical bone surfaces. 

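Genes of oxidative phosphorylation did not differ detectably in either split of the marrow spots. Their list had a log2 fold change of −0.15 (standard error 0.32, adjusted p = 0.885) in endothelial-high spots and −0.10 (standard error 0.22, adjusted p = 0.864) in bone-list-high spots, with 51 of 76 and 46 of 76 genes below 0. In endothelial-high spots, Atp5a1, a subunit gene of ATP synthase, had −0.14 (standard error 0.29). With k-means clusters, the sums were at 0.066 and 0.071.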

Finally, fatty acid (FA) metabolism was found to be predominantly associated with the cortical bone surface and at intermediate distances from trabecular bone surfaces (Fig. 7c). In addition to metabolic regulation, pathway analysis identified changes in gradients of signal activation associated with major morphogenetic pathways (Fig. 7d). 

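Genes of fatty acid metabolism were near 0 in both splits with the anchor lists and rose in bone-list-high spots with k-means clusters. The list had a log2 fold change of 0.16 (standard error 0.29, adjusted p = 0.885) in endothelial-high spots and 0.069 (standard error 0.24, adjusted p = 0.901) in bone-list-high spots. With clusters it was 0.22 (adjusted p = 0.517) and 0.47 (adjusted p = 0.0173), each from edgeR. In bone-list-high spots 19 of the 39 lists rose with clusters. In bone-list-high spots, Acadl, an acyl-CoA dehydrogenase gene of fatty acid oxidation, had 0.091 (standard error 0.29). The sum was at −0.21 in endothelial-high and −0.026 in bone-list-high spots without section 1-1. It was higher in femur 1 alone in bone-list-high spots (0.64), where 17 of 39 lists rose. In endothelial-high spots it was higher in femur 2 alone (0.32), where 10 of 37 lists rose.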

Platelet-derived growth factor (PDGF) signaling was found to be highly active both adjacent to and distant from blood vessels, as well as adjacent to trabecular bone surfaces. In contrast, WNT signaling was high immediately adjacent to blood vessels and distant from both trabecular and bone surfaces, while WNT signaling appeared conversely low distant to vessels and adjacent to trabecular and cortical bone surfaces (Fig. 7d). Both bone morphogenetic protein (BMP) and transforming growth factor beta (TGFβ) signaling were preferentially high near trabecular and cortical surfaces and declined at more distant marrow spots (Fig. 7d). 

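PDGF pathway genes were above 0 in bone-list-high marrow spots of both femurs and near 0 in endothelial-high spots. The list had a log2 fold change of 0.12 (standard error 0.30, adjusted p = 0.885) in endothelial-high spots and 0.52 (standard error 0.23, adjusted p = 0.0940) in bone-list-high spots, from edgeR. In bone-list-high spots 23 of 31 genes lay above 0, and 4 were higher when adjusted over the list alone. The list holds many matrix genes: Thbs4, which encodes a thrombospondin of tendon, had 0.88 (standard error 0.25) and Col3a1 0.54 (standard error 0.27). In bone-list-high spots the sum rose with k-means clusters (0.85), where 19 of the 39 lists did. It also rose with erythroid-rich marrow spots (0.63), where 13 of 38 did, and in femur 1 alone (0.81), where 17 of 39 did. In endothelial-high spots it was at −0.083 without section 1-1 and −0.093 without section 1-2.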

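WNT pathway genes did not pass the threshold in either split with the anchor lists. The list had a log2 fold change of 0.17 (standard error 0.29, adjusted p = 0.885) in endothelial-high spots and 0.21 (standard error 0.26, adjusted p = 0.685) in bone-list-high spots, from edgeR. Fzd4, a frizzled receptor gene, had −0.51 (standard error 0.50) in endothelial-high and 0.35 (standard error 0.44) in bone-list-high spots, and Ctnnb1 0.41 (standard error 0.40) and −0.061 (standard error 0.37). In bone-list-high spots the sum rose with k-means clusters (0.66), where 19 of the 39 lists did. It also rose with erythroid-rich marrow spots (0.78), where 13 of 38 did, and in femur 1 alone (0.89), where 17 of 39 did. In endothelial-high spots it was at −0.049 without section 1-1.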

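BMP and TGFβ pathway genes rose in bone-list-high marrow spots with k-means clusters and did not pass the threshold with the anchor lists. The BMP list had a log2 fold change of 0.22 (standard error 0.29, adjusted p = 0.885) in endothelial-high spots and 0.12 (standard error 0.26, adjusted p = 0.864) in bone-list-high spots, from edgeR. Id1, a target gene of BMP signals, had 0.59 (standard error 0.31) in bone-list-high spots. The TGFβ list had −0.059 (standard error 0.29, adjusted p = 0.937) in endothelial-high spots and 0.28 (standard error 0.25, adjusted p = 0.594) in bone-list-high spots. In bone-list-high spots 10 of its 12 genes lay above 0, with Thbs1, which encodes an activator of latent TGFβ, at 0.45 (standard error 0.30). With clusters, the sums in bone-list-high spots were 0.63 for BMP and 0.54 for TGFβ, but 19 of the 39 lists rose there, against 3 with the anchor lists, and the muscle list was among them (0.55). The TGFβ value of section 1-1 alone, −0.052, stood apart from those of the other 3 sections. The BMP sum was also higher in femur 1 alone (0.57), where 17 of the 39 lists rose, and turned to −0.007 in femur 2 alone. From such gradients over distance, the paper concludes that signaling, cell function and metabolism in the marrow form microdomains that depend on the distance from vessels and bone.

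**Figure D2:**
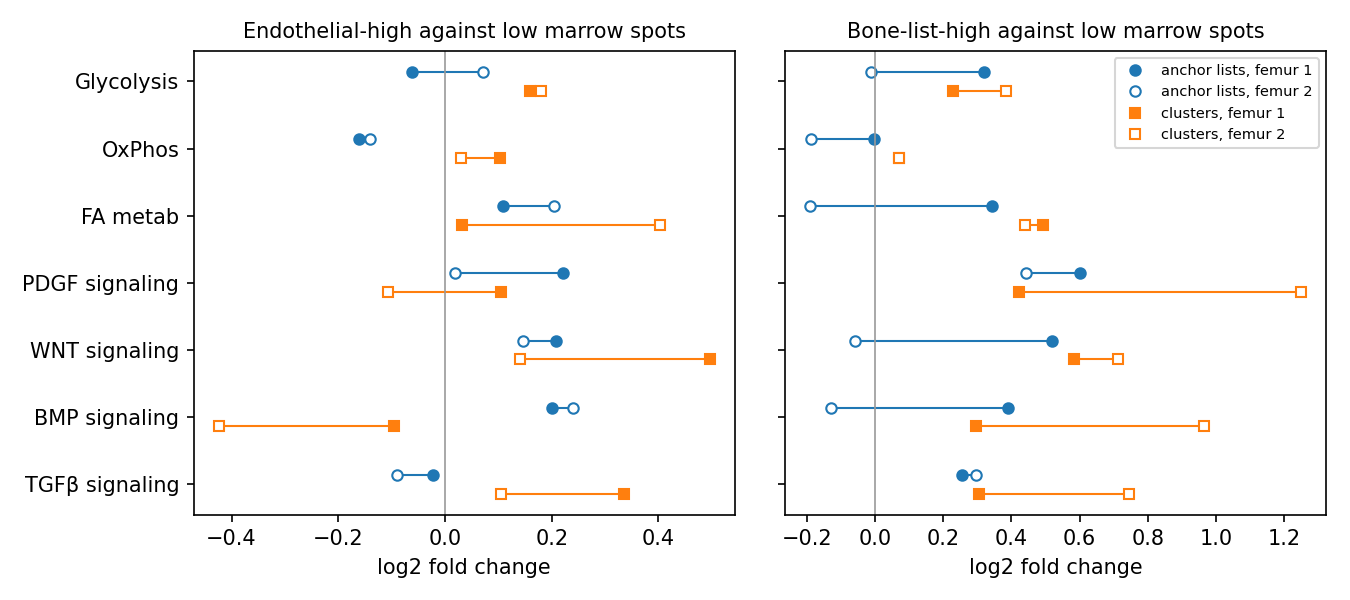
Log2 fold change (horizontal axis) of 7 pathway lists in endothelial-high against low (left) and bone-list-high against low (right) marrow spots. Each point is 1 femur (filled, femur 1; open, femur 2), the line joins both femurs, and colors mark anchor lists or clusters. On the right, the PDGF and TGFβ lists lie above 0 in both femurs with both groupings, whereas on the left only OxPhos and TGFβ lie below 0 in both femurs with the anchor lists.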

Histological validation confirmed the preferential activation of TGFβ signaling (denoted by p-SMAD3 staining) near cortical and trabecular surfaces, as well as preferential staining for PDGF receptor alpha (PDGFRα) near trabecular vascular surfaces (Fig. 7e). Overall, these unbiased analyses identify microdomains of signaling gradients, cellular function, and metabolism in response to the distance from blood vessels and bone surfaces.

## Discussion

In this study, we used an analytical pipeline to probe signaling within the stromal cell niche within the bone. ScRNAseq suffers from a lack of spatial context, while spatial transcriptomics lacks the resolution to distinguish individual cells. Our approach overcomes the spatial limitation of scRNAseq and resolution limitation of spatial transcriptomics for the first time in the long bones of adult mice through the use of predictive modeling and deconvolution. Here, we used this approach to show the spatial location, cellular composition, and cell‒cell communication network of previously proposed stromal cell populations in the niche, placing them in the context of regulatory microdomains within the marrow.

While scRNAseq analyses have substantially advanced our understanding of stromal cells and their commitment to cell-specific lineages within the bone, some disparity remains in terms of the heterogeneity of proposed stromal cell populations. Prior immunohistochemical and in situ studies have identified several SSPC markers, including PDGFRα/SCA1,^10^ CXCL12,^9^ and LEPR.^10^ However, further refinement using scRNAseq analysis suggests the possibility of two distinct SSPC populations.^5,7,12^ To attempt to resolve these findings, we used scRNAseq and spatial transcriptomics data to create an analytical predictive pipeline using the previously generated *R* packages Seurat,^29^ CellTrek,^30^ and Cell2Location.^31^ Although each proposed population is composed of a heterogeneous set of stem/progenitor/stromal cells, for simplicity, this study used this analytical pipeline to probe general populations of SSPCs expressing high levels of *Pdgfra* and *Ly6a* (PαS) or *Cxcl12* and *Lepr* (CAR). Using our predictive pipeline, we exploited the strengths of each analytical approach to create a predictive workflow for the location of each cell cluster within complex and heterogeneous spatial data. Our spatial predictive mapping suggests that CAR cells are heavily enriched within the bone marrow, consistent with previously published results.^32–34^ In contrast, while some PαS cells were found within the bone marrow, these cells were heavily enriched within the cortical tissue primarily along the outer periosteal surface. This finding is consistent with more recent studies identifying PDGFRα and SCA1 as markers of periosteal stem cells important for fracture healing.^35–37^ These findings suggest that either PαS cells present within the bone marrow show significant overlap in gene expression with stem cells within the outer periosteum or that periosteal cells may have been inadvertently captured during enzymatic digestion to generate bone marrow single-cell preparations.

SSPCs rely on the regulatory function of other cell types within the stem cell niche to be maintained in an undifferentiated state. To date, several cell‒cell communication prediction packages have been developed to infer ligand‒receptor-based interactions. However, one striking limitation of these methods remains the lack of spatial information. As a result, while these communication packages can predict potential mechanisms through which crosstalk may occur, they lack the ability to determine if the proposed crosstalk, while theoretically possible, is biologically feasible (i.e., do the cells proposed to communicate exist within spatial confines that would make direct cell‒cell communication possible while also expressing the necessary genes for interaction within this spatial context). To overcome this limitation, we made use of the fact that spatial transcriptomics is not at a single-cell resolution and instead considered each spatial spot at the “niche” level. We determined the probability that other cell types of the bone marrow were present within the same spatial spot as our previously identified SSPC populations. Consistent with previously published results, our data indicate that smooth muscle cells, endothelial cells, macrophages, and, to a lesser extent, megakaryocytes comprise the SSPC niche. Reanalysis of both endothelial cells and macrophages identified cellular subtypes enriched within the niche. Transcriptional analyses of the endothelial and macrophage subtypes present within the niche revealed enriched activation of Notch and Jak/Stat signaling, respectively. Previous studies have shown the critical role of endothelial Notch signaling in regulating hematopoiesis,^12^ as well as in regulating SSPC proliferation and differentiation.^38–40^ Conversely, other studies have shown that mesenchymal stromal cells induce M2 polarization within macrophages coinciding with elevated levels of Jak/Stat signaling.^41,42^ Notably, due to the spatial resolution (55 µm), our signaling analyses cannot distinguish cells in immediate contact with SSPCs from those present within the same spatial spot but still upward of several cell lengths removed from the SSPC itself. While this method showed improvements compared to analyses relying on scRNAseq alone, pathways such as Notch, which require direct cell‒cell interaction, may still be falsely predicted. Combining spatial transcriptomics, scRNAseq, and our spatial deconvolution pipeline, our results demonstrate the ability to dissect cellular composition and communication within the niche in an unbiased fashion.

While the niche has been extensively investigated, one concept that is well known, yet difficult to assess, is the formation of microdomains within the bone marrow regulated by the release of growth factors from various tissues. Osteoblasts and osteoclasts along bone surfaces, chondrocytes at the terminus of the growth plate, and vascular endothelial and smooth muscle cells have all been shown to regulate the local environment. However, assessing these signaling gradients in an unbiased fashion has proven difficult with existing techniques. Our analyses revealed unique expression of transcripts related to metabolism and major morphogenetic pathways. Despite the presumably high availability of oxygen near blood vessels, we observed low levels of oxidative phosphorylation and high levels of glycolysis within spots immediately adjacent to vascular tissue. These results are consistent with previous data that suggest that endothelial cells,^43^ smooth muscle cells,^44^ and skeletal stem cells^45^ all favor glycolysis as an energy production mechanism to minimize ROS production^43,46^ and overall gene activation.^47,48^ Additionally, these results showed elevated levels of transcripts associated with FA metabolism near the cortical bone surface. This finding is consistent with in vitro studies that show increased FA metabolism in mature osteoblasts^49^ and indicate the importance of FA metabolism in normal bone accrual^50^ and the response to anabolic stimuli.^51^ Similarly, previous findings of elevated WNT^52,53^ and PDGF^54,55^ signaling near vessels as well as high activation of PDGF^6,56^ and BMP^57,58^ near bone surfaces were reflected in this analysis. Our findings further add indications of the potential range of these coordinate gradients, with, for example, WNT signaling showing a more restrictive window of activation surrounding blood vessels than that observed by PDGF signaling.

Several potential limitations should be considered in this analytical pipeline. The unique anatomy of bone, with a mineralized outer cortical shell, can delay the diffusion of reagents to the internal marrow and necessitate decalcification, ultimately delaying sample processing. These factors may contribute to the relatively low number of transcripts retrieved compared to those of previous works in soft tissue. While previous studies using scRNAseq of bone-derived cells or spatial transcriptomics of soft tissue typically yield several thousand transcripts per cell/spot, our results show a greatly reduced efficiency. As such, limitations in the extent and types of analyses possible should be carefully considered. These limitations were overcome, to some extent, by (i) more broadly selecting our cell clusters of interest for spatial mapping, (ii) investigating expression patterns of groups of genes linked to a common pathway, (iii) relying on a combination of predictive packages, and (iv) using techniques such as SpatialTime to allow the merging of multiple samples into a single analysis. Optimization of this sample preparation pipeline may yield greater transcript recovery, increasing the accuracy of downstream analyses and permitting more sophisticated investigations in the future. While we speculate that our findings will be similar across mouse strains, our spatial analyses are specific to C57BL/6 mice. Additional studies are needed to determine global versus strain-specific findings.

Overall, this study makes use of predictive modeling, combining the unbiased transcriptional profile and in vivo spatial context of spatial transcriptomics with the cellular resolution of scRNAseq. These studies reveal the cellular and signaling components of the stem cell niche, as well as the gradients of signals established by various anatomical structures within the bone. These analyses are highly supportive of intensive studies published over the past several decades and suggest that this analytical pipeline could serve as a method to unbiasedly assess changes in several aspects of stem cell and bone biology in response to perturbation or therapeutic intervention.

## Materials and methods

### Spatial transcriptomics of bone

Femurs from 2 separate mice were harvested from 10-week-old C57BL/6 mice (Charles River), bisected, and immediately fixed in 10% buffered formalin overnight at 4 °C. The samples were decalcified in 0.5 mol·L^−1^pH 8 EDTA for 2 weeks on a shaker, with a fresh reagent change every 1–2 days. The samples were then processed for paraffin embedding. All processing was conducted with minimal delay between steps. Two 5 µm longitudinal sections through the marrow were collected per block from two different FFPE blocks (for a total of 4 tissue sections) and placed onto the Visium Spatial Gene Expression Slide (10 x Genomics). Spatial transcriptomic libraries were generated using the Visium Spatial Gene Expression for FFPE Kit according to the manufacturer’s instructions (10 x Genomics, CG000407, Rev D). Briefly, the slide was subjected to H&E staining and imaged at × 20 magnification using a NanoZoomer S60v2MD (Hamamatsu). Tissue sections were decrosslinked and probe-hybridized (Visium Mouse Transcriptome Probe Set v1.0), targeting 20 551 mouse genes. Specifically, hybridized and ligated probes were then released from the tissue through permeabilization and captured by Visium Slide oligos. Barcoded ligation products were then subjected to amplification and indexing. Libraries were pooled and subjected to 2 × 96 bp pair-ended sequencing with a sequencing depth of >100 M reads per sample on a NovaSeq instrument (Illumina). Demultiplexing and sequence alignment, along with registration to H&E-stained images, was carried out using the *SpaceRanger* pipeline.

### Computational analyses of spatial and single cells

Analyses of both spatial and scRNAseq data were carried out in the *R* package *Seurat*.^29^ For spatial data, histologically unique regions of the bone were manually segmented, and differential gene expression was carried out using default parameters. For whole bone marrow single-cell analyses, datasets from GSE145477 (GSM4318799)^7^ and GSE128423 (GSM3674243, GSM3674244, GSM3674245, and GSM3674246)^5^ were merged into a single object to represent all major types of cells present within the bone marrow. For analysis of mesenchymal lineage cells, datasets from GSE145477 (GSM4318799, GSM4318800, and GSM4318801)^7^ were reanalyzed. Pathway analysis of DEGs was conducted using the Database for Annotation, Visualization and Integrated Discovery (DAVID).^59^ The *AddModuleScore* function was used to assess levels of overall pathway activation using established gene lists curated from KEGG pathways (Table S7). For determination of the potential interactions between different cell clusters, we performed cell‒cell communication analysis using the *R* package *CellChat*.^60^

### Deconvolution of spatial spots using scRNAseq

To deconvolve spatial spots into single cells, we separately utilized the predictive tools Seurat, Cell2Location, and CellTrek to estimate the abundance/proportion of different scRNAseq-derived cell types in each spatial spot. Seurat first identified transferable anchors for each cell type of the scRNAseq data and then extracted the expression matrices of these anchors from scRNAseq data and spatial data, which were subsequently used as input in the deconvolution algorithm SCDC to acquire predicted proportions of each cell type for each spatial spot. Cell2Location is a Bayesian model that predicts the abundance of cell types at each spatial location. It builds linear regressions to describe the relationship between gene expression at a spatial location and gene expression of each cell type while also weighing information shared across spatial locations to obtain the regression weights of each cell type, which are interpreted as the cell type abundance. Unlike the other two methods that directly predict the abundance of cell types, CellTrek is a single-cell mapping tool. ScRNAseq and spatial data were first coembedded, and then, a random forest distance between single cells and spatial spots was computed. Finally, using mutual nearest neighbor calculations, spatial coordinates were transferred to single cells. Based on the spatial coordinates of single cells, we assigned each single cell to its nearest spot before calculating the cell abundance and proportion. To determine the cellular components of the niche, we conducted linear correlations on each marrow spot for SSPCs and the indicated single-cell cluster using predictive values derived from each of the three predictive packages. Significance was assessed by the probability that the correlative slope was equal to 0. The slope and *P* value were averaged to obtain combined values.

### SpatialTime analysis

SpatialTime analyses were conducted according to previously published methods.^23,24^ Briefly, blood vessel, trabecular, and cortical surfaces were manually contoured. Next, distances were calculated between each spatial spot within the marrow and each pixel along the manually drawn surface contours, with the minimum distance selected. Finally, distances were normalized to values between 0 (immediately adjacent to contoured surface) and 1 (most distant from surface). For analysis of genes differentially expressed across each of these spatial-time axes, marrow spatial spots were analyzed by the *R* package *Monocle* using the *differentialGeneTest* function, replacing pseudotime values with self-calculated spatial-time values. For visualization of changes in cellular pathways, module scores were calculated across SpatialTime values, and a smoothed curve was generated by averaging neighboring spot values.

### Immunofluorescence and RNAscope

For immunofluorescence, long bones from 12-week-old mice were isolated and fixed in 4% PFA overnight. Bones were then decalcified in Decalcifier I (3800440, Leica) for 4 days. Bones were cryoprotected in 20% sucrose and 2% polyvinyl pyrrolidine (PVP) and then embedded in 20% sucrose, 2% PVP, and 8% gelatin. Sections were cut at a thickness of 100 µm and stained using primary antibodies against endomucin (Sc-659495, Santa Cruz), PDGFRα (AF1062, R&D Bioscience), or p-SMAD3 (ab52903, Abcam), followed by secondary antibodies (Alexa Fluor 488 donkey anti-rat, Alexa Fluor 647 donkey anti-goat, Alexa Fluor 555 donkey anti-rabbit, Invitrogen). Images were acquired using a Leica DMI8 confocal microscope. Images are representative of three individual samples taken from three separate mice.

To detect single mRNA molecules, we performed FFPE-fixed RNAscope on sections from control C57BL/6 mice (Charles River). Positive control probes (the *Mus musculus* duplex probes *Ppib*, green channel, and *Polr2a*, red channel, and the single channel *Ubc* control to test for high expression in bone) and one negative control probe (*Escherichia coli DapB*) were used. Following protocol optimization, sections were assessed for *Lepr* (C1) and either *Cd44* (C2), *Cd74* (C2), or *Ryr1* (C2). In situ hybridization was performed according to the protocol of the RNAscope 2.5 Duplex Detection Kit (Chromogenic, Cat. No. 322500). Briefly, sections from FFPE mouse tibias and an RNAscope Control Slide (Mouse 3T3 cell pellet, Cat. No. 310023) were baked at 60 °C for 1 h before deparaffinization and dehydration according to the protocol. The slides were then incubated with H_2_O_2_ and permeabilized before air drying. C2 probes were diluted in C1 probes at a 1:50 ratio and incubated on the slides for 2 h at 40 °C and amplified according to the protocol. Positive *Ppib/Polr2a* duplex probes, *DapB* negative probe, and *Ubc* control probe were incubated separately on three individual tibia samples. The RNAscope Control slide received the duplex control probes. Prior to coverslipping, slides were stained with hematoxylin. Images are representative of three individual samples. For quantification of RNAscope, 50 *Cd44*^+^, *Cd74*^+^, and *Ryr1*^+^ cells were identified, and the distance to the nearest *Lepr*^+^ cell was manually quantified using NDP.view2 (Hamamatsu).

### Supplementary information

Figure S1

Figure S2

Figure S3

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Supplementary figure legends

## Data Availability

Spatial transcriptomic data generated for this paper have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE228534.

# Supplementary material for: Spatial transcriptomic interrogation of the murine bone marrow signaling landscape
**Source:** Bone Res. 2023 Nov 6;11:59. doi: 10.1038/s41413-023-00298-1
**Supplement:** Supplementary file 11 — Supplementary figure legends

Figure S1 **Whole bone marrow single-cell dataset characterization**. (**A**) UMAP colored by cell cluster of the whole bone marrow merged dataset. (**B**) Representative marker genes for each cluster. (**C**) UMAP colored by batch of the whole bone marrow merged dataset. Batch 1 is derived from Zhong et al.^7^, and Batches 2-5 are derived from Tikhonova et al.^12^.

Figure S2 **SSPC niche composition of cellular subtypes**. (**A**) Correlation analyses of endothelial cell (EC) subtypes within the SSPC niche. (**B**) Correlation analyses of macrophage (Mac) subtypes within the SSPC niche. NS=not significant, *p<0.05, **p<0.01, ***p<0.001.

Figure S3 **Characterization of endothelial subtypes**. (**A**) Feature plot showing the module score for genes previously associated with either arterioles or sinusoids^26^. (**B**) Feature plot showing the module score for genes previously associated with either tip or stalk endothelial cells^27^. **(C)** Dot plot showing module scores across all EC subpopulations.

How the deposited data were processed for this re-analysis (not part of the article)

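Data. The study measured 4 sections of decalcified, formalin-fixed and paraffin-embedded femurs from 2 mice of 10 weeks, 2 sections per femur. Sections 1-1 and 1-2 are taken as femur 1 and 2-1 and 2-2 as femur 2, from the sample titles. Single-cell data that the paper took from other studies, and its images, spot positions and deconvolution scores, are not among the files used here. The authors made 10x Visium libraries with a mouse transcriptome probe set and, by the submitters' processing notes, Space Ranger on mm10, whose version is not given. The deposited values are raw counts of UMIs per gene and tissue-covered spot, as the authors' pipeline wrote them, with no normalization or pooling. All values are whole numbers. The paper segmented regions by hand and compared spots in Seurat, whose version is not given.

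Depth. The sections held 4532 spots and 4176477 UMIs in all. The files list 19691 genes in femur 1 and 19586 in femur 2, and the 19586 shared genes were used. Of these, 19572 IDs matched the reference names and 11 symbols belong to more than 1 ID. Coordinates are those of RefSeq on mm10. Probes of close paralogs such as Hba-a1 and Hba-a2 may take up the same transcripts, and such genes are read together. With 317, 340, 423 and 580 UMIs in the median spot, a gene at 1 UMI per 10000 is absent from most spots, so counts were added over spots.

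Spot groups. Spots under 50 UMIs were left out. A spot was given to bone, muscle or cartilage when that list exceeded its share of the section (one-sided binomial test, p under 0.01, the smallest p where several did). Marrow spots were those given to none whose granulocyte and myeloid list was not below its share (p of 0.05 or more). For the splits of marrow spots, each spot was thinned without replacement (seed 11) to 213 UMIs, the 25th percentile of the shallowest section, and shallower spots were left out. High spots had a thinned count of the defining list above the section's median. Full counts were then summed, so low spots can hold UMIs of the defining list that thinning removed. The defining list and the lists that assign regions were left out of the counts compared.

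Tests. The 5 comparisons were bone against marrow spots, and marrow spots split by mesenchymal genes, by Cxcl12 and Lepr, by endothelial genes and by bone genes. Counts were summed per spot group and femur and fitted with edgeR 4.0.16 (quasi-likelihood test, TMM, femur as a block) in R 4.3.3. Genes with at least 10 counts in at least 2 of 4 sums were tested, with Benjamini-Hochberg adjustment over genes and calls at an adjusted p under 0.05. The sum of each of 39 gene lists (38 where the endothelial list defines the spots) was added to the fit as a feature and adjusted over the lists. The lists were written down before the data were examined: lists of cell types and tissues, the 12 pathway lists of Table S7, up to 30 genes of each endothelial and macrophage subcluster in Tables S2 and S3, and the genes of Table S5, which the study chose on these sections. Tables S1 and S6 were held only in part and gave no list. Counts were prepared with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. The test was tried on simulated data with genes changed 2-fold and 4-fold, where all genes had the same dispersion and were drawn independently.

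Genes named. By a rule set before the data were examined, the text may name the 18 genes the paper names, the 10 genes of largest change among the calls in each direction for bone against marrow spots (6 for the other comparisons), and up to 4 members of each list. The paper's tables had been seen at that time. Genes named outside that rule, such as the granulocyte genes, Hba-a1 and Hist1h1a, were chosen after their values were seen.

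Alternatives. Each comparison was repeated with sums per section (sections of 1 mouse as replicates), without the femur block, with DESeq2's size factors in edgeR, with DESeq2 1.42.0, without the count filter, with at least 100 UMIs per spot, with anchor p under 0.001, with each section left out, with each femur alone, and with regions from k-means clusters (8 clusters on 20 principal components per section). Each cluster was given to the region list with the highest share relative to the section. The tested lists of cell types and tissues and the genes the paper names were left out of the clustering. Other genes of the pathway, subcluster and Table S5 lists were kept in it. Values of these lists with k-means clusters are thus not independent of the grouping. A femur alone was tested over its 2 sections. Splits were repeated without thinning and with another seed (12), and list sums without their most abundant member. The wide defining list adds Adipoq, Kitl, Ebf3 and Foxc1 to Cxcl12 and Lepr. Mesenchymal- and endothelial-high spots were also taken as the top quartile, and for Ryr1 marrow spots without a muscle UMI were tried. Added after the data were seen were marrow spots with at least 5% erythroid UMIs. Distances to vessels and bone, cell type scores and correlations between cell types were left out, because they need positions, images or single-cell data.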

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

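The comparison of Ryr1 with the level that muscle RNA would give and the values with the erythroid share were chosen after the result was seen, and the other tests below were set before. Spots under 50 UMIs numbered 265 in section 2-1, against 19, 13 and 12 in sections 1-1, 1-2 and 2-2. They were left out of every comparison. In bone-list-high against low marrow spots, the TGFβ list had a log2 fold change of −0.052 in section 1-1, against 0.39, 0.39 and 0.47 in the other 3 sections. In each case 1 section lay far from the other 3. Of 67 quantities compared over the 4 sections, 2 had such a section. The rule's rate of about 1 in 20 by chance holds for 4 independent values. It does not apply to 2 pairs of sections from 2 mice, where a difference between the mice hides a single section. No explanation was tested for either case.

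Skeletal muscle transcripts appear in marrow spots. The 16 genes of the muscle list kept out of the grouping of spots held 1.64, 1.5, 5.03 and 4.8% of the UMIs of the marrow spots in sections 1-1, 1-2, 2-1 and 2-2. The same genes held 7.27, 6.16, 10.6 and 10.8% in muscle spots, and 1.47, 1.02, 1.99 and 1.98% in marrow spots taken from clusters. Acta1 had 29.3, 24.2, 146 and 139 and Ckm 42.8, 41.0, 93.9 and 92.9 UMIs per 10000 in marrow spots. Of the 26 genes of the 2 muscle lists, the study's Table S5 holds 23 as enriched in marrow spots with stromal cells.

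Ryr1, which marrow spots hold at 2.09, 2.15, 10.3 and 9.37 UMIs per 10000 (2.02, 1.48, 2.63 and 3.83 in those taken from clusters, 2.06, 2.1, 1.71 and 3.36 in those with at least 5% erythroid UMIs), may come from RNA of skeletal muscle. Marrow spots with a Ryr1 UMI held 1.359, 1.254, 1.434 and 1.425 times as many UMIs of the muscle list as those without, in sections 1-1, 1-2, 2-1 and 2-2 (1.502, 1.260, 1.219 and 1.073 with clusters, 1.301, 1.425, 0.631 and 1.115 with the erythroid share). The first 4 ratios lie between the bounds set before the test, and of the other 8, 1 lies above and 2 below, in section 2-1 with the erythroid share from 4 spots with a Ryr1 UMI, so it cannot tell. Ryr1 UMIs in marrow spots numbered 58, 65, 563 and 556, and the muscle list with the ratio in muscle spots gives 61.9, 49.7, 434.1 and 422.0, a ratio of 0.937, 1.308, 1.297 and 1.318 (0.975, 1.332, 0.927 and 1.341 with clusters and 0.962, 1.323, 0.702 and 1.313 with the erythroid share). More Ryr1 was observed than muscle RNA at that ratio gives in 3 of the 4 sections with the anchor lists and in 2 with either other grouping. The bounds of this test were set after the values were seen, and no biological explanation was tested. These counts leave open whether marrow cells add to the Ryr1 of muscle. The paper also reports Ryr1 positive cells close to Lepr positive cells in bone marrow by RNAscope, which does not rest on these counts.

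The muscle list was also higher in mesenchymal-high than in low marrow spots of femur 1 (0.568 on the log2 scale) but at 0.01 in femur 2. RNA of muscle that spreads over the section may contribute, and the femurs disagree, so the 2 values cannot tell. The list had 0.81 in a test of femur 1 alone and 0.46 with k-means clusters, both past the threshold. Whether the femurs differ was not tested, and no biological explanation was tested.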

How the results depend on the processing

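The marrow spots with at least 5% erythroid UMIs were an alternative chosen after the data were seen, and the others were set before the data were examined. A test in 1 femur alone takes the 2 sections of 1 mouse as replicates, and sums per section take sections that share a mouse as replicates. A value kept its direction and its side of the threshold in 86 list and 256 gene values (bone against marrow spots), 99 list and 83 gene values (mesenchymal-high against low marrow spots), 221 list and 300 gene values (Cxcl12 or Lepr positive against negative marrow spots), 167 list and 107 gene values (endothelial-high against low marrow spots) and 148 list and 168 gene values (bone-list-high against low marrow spots). It changed direction in 4 list and 6 gene values (bone against marrow spots), 62 list and 93 gene values (Cxcl12 or Lepr positive against negative marrow spots), 34 list and 15 gene values (endothelial-high against low marrow spots) and 13 list and 17 gene values (bone-list-high against low marrow spots), and in none of the list and gene values counted here for mesenchymal-high against low marrow spots. Of genes not counted here but set beside the paper for that split, Ryr1 had 0.034 and turned to −0.012 without the femur block, −0.037 with DESeq2's size factors in edgeR, −0.031 with DESeq2, −0.061 without the count filter, −0.179 without section 1-2, −0.017 in femur 2 alone, −0.064 with at least 100 UMIs per spot, −0.069 with anchor p under 0.001 and −0.095 with another seed, and Adipoq had 0.544 and turned to −0.136 in femur 2 alone. Among list values that kept their direction, some moved past the threshold (37 for bone against marrow spots, 33 for mesenchymal-high against low marrow spots, 20 for Cxcl12 or Lepr positive against negative marrow spots, 2 for endothelial-high against low marrow spots and 13 for bone-list-high against low marrow spots) or fell short of it (42 for endothelial-high against low marrow spots and 23 for bone-list-high against low marrow spots). For genes, the numbers past the threshold were 54, 24, 6, 0 and 20 and the numbers short of it 44, 0, 0, 90 and 24, in the same order of comparisons. Genes per spot in marrow and bone spots stayed within the SD of the section means under each alternative. The cause of these changes was not tested. Without the count filter the median log2 fold change over all genes moved to −0.36 (bone against marrow spots), −0.22 (mesenchymal-high against low marrow spots), −1.71 (Cxcl12 or Lepr positive against negative marrow spots), −0.44 (endothelial-high against low marrow spots) and −0.22 (bone-list-high against low marrow spots). It was −0.15 with DESeq2, −0.12 in sums per section and −0.27 in femur 1 alone for bone against marrow spots, and −0.17 with DESeq2 for endothelial-high spots. For Cxcl12 or Lepr positive spots it was −0.33 with no alternative, −0.84 in sums per section, −0.61 in femur 1 alone and −0.074 with the wide defining list. Values near the median can change sign by such a shift alone, so the changes of direction counted for that split do not measure how stable a list or gene is. On simulated counts of the same depth, of 100 genes changed 2-fold, edgeR recovered 3, 4, 0, 4 and 11 and DESeq2 1, 0, 0, 1 and 1 in the 5 comparisons in the order above, and of 100 changed 4-fold edgeR recovered 26, 57, 7, 45 and 61 and DESeq2 12, 26, 3, 15 and 28. Leaving out marrow spots with any muscle UMI gave no value, since nearly all marrow spots hold one. The top quartile of endothelial-high spots was the group already compared, and DESeq2 was not combined with clusters.

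Counts of genes called follow, where a count of 0 is given with the number of genes at an unadjusted p under 0.05. For bone against marrow spots, edgeR called 14 genes and between 2 and 165 with 1 section left out. The count was 368 in sums per section, 0 without the femur block (unadjusted 401), 74 with DESeq2, 2 without the count filter, 608 in femur 1 alone, 80 in femur 2 alone, 9 with anchor p under 0.001, 0 with k-means clusters (unadjusted 1057) and 1475 with erythroid-rich marrow spots. For mesenchymal-high against low marrow spots, edgeR called 0 genes, at 480 with an unadjusted p under 0.05, and between 2 and 23 with 1 section left out. The count was 272 in sums per section, 43 with DESeq2, 27 without the count filter, 116 in femur 1 alone, 345 in femur 2 alone, 1 with anchor p under 0.001, 56 with k-means clusters, 94 with erythroid-rich marrow spots, 47 with another seed and 1 with the top quartile against the bottom 2. For Cxcl12 or Lepr positive against negative marrow spots, edgeR called 0 genes, at 69 with an unadjusted p under 0.05, and between 0 (unadjusted 58) and 2 with 1 section left out. The count was 53 without the count filter, 24 in femur 1 alone, 1 with at least 100 UMIs per spot, 1 without thinning and 5 with the wide defining list. DESeq2 called 0 (unadjusted 11). For endothelial-high against low marrow spots, edgeR called 46 genes and between 6 and 87 with 1 section left out. The count was 145 in sums per section, 0 without the femur block (unadjusted 16), 0 with DESeq2 (unadjusted 98), 13 in femur 1 alone, 147 in femur 2 alone, 0 with at least 100 UMIs per spot (unadjusted 431), 1 with k-means clusters, 0 with erythroid-rich marrow spots (unadjusted 114), 1 without thinning and 20 with another seed. For bone-list-high against low marrow spots, edgeR called 3 genes and between 0 (unadjusted 115) and 2 with 1 section left out. The count was 6 in sums per section, 0 without the femur block (unadjusted 2), 11 with DESeq2, 58 in femur 1 alone, 1 in femur 2 alone, 0 with at least 100 UMIs per spot (unadjusted 268), 1 with anchor p under 0.001, 77 with k-means clusters, 46 with erythroid-rich marrow spots, 0 without thinning (unadjusted 278) and 1 with another seed.

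In bone against marrow spots, log2 fold changes of lists and genes were as follows. In sums per section: osteogenic 1.88, extracellular matrix 1.76, periosteal and fibrous 1.495, osteoclast 1.38, leukocyte −1.22, erythroid −2.08 and proliferation −1.65 (past the threshold). With DESeq2: osteogenic 1.90, extracellular matrix 1.79, periosteal and fibrous 1.52, osteoclast 1.41, erythroid −2.04 and proliferation −1.61 (past the threshold). In femur 1 alone: osteogenic 2.96, extracellular matrix 3.17, periosteal and fibrous 2.36, osteoclast 2.12, leukocyte −1.48, erythroid −2.40 and proliferation −1.87 (past the threshold). Also muscle 0.74 (of the other sign). In femur 2 alone: osteogenic 1.52, extracellular matrix 1.09, periosteal and fibrous 1.38, osteoclast 1.38 and erythroid −1.004 (past the threshold). With k-means clusters: muscle 1.13, Runx2 −0.56, Lepr −0.42 and Adipoq 0.73 (of the other sign). With erythroid-rich marrow spots: osteogenic 2.33, extracellular matrix 2.58, periosteal and fibrous 2.63, osteoclast 0.97, leukocyte −1.92 and proliferation −2.62 (past the threshold). Also muscle 0.60, Lepr −0.84 and Adipoq 0.044 (of the other sign). With 1 section left out in turn, the range was: osteogenic 1.83 to 2.07, extracellular matrix 1.65 to 1.91, periosteal and fibrous 1.42 to 1.69, osteoclast 1.26 to 1.55, erythroid −2.16 to −1.68, proliferation −1.92 to −1.104, muscle −0.31 to 0.071 and Lepr −0.36 to 0.32.

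In mesenchymal-high against low marrow spots, log2 fold changes of lists and genes were as follows. In sums per section: osteogenic 0.79, extracellular matrix 0.79, leukocyte −0.82, erythroid −1.46, proliferation −1.24 and periosteal and fibrous 1.1 (past the threshold). With DESeq2: erythroid −1.55 and proliferation −1.39 (past the threshold). Without the count filter: proliferation −1.40 (past the threshold). In femur 1 alone: osteogenic 1.27, extracellular matrix 1.19, erythroid −0.55, proliferation −0.34, muscle 0.81 and periosteal and fibrous 1.73 (past the threshold). In femur 2 alone: osteogenic 0.64, extracellular matrix 0.64, leukocyte −0.79, erythroid −2.06, proliferation −1.93 and periosteal and fibrous 0.86 (past the threshold). With k-means clusters: osteogenic 1.16, extracellular matrix 0.73, leukocyte −0.42, erythroid −0.46, proliferation −0.35, muscle 0.46 and periosteal and fibrous 1.06 (past the threshold). With erythroid-rich marrow spots: osteogenic 0.85, extracellular matrix 0.63, proliferation −0.30, muscle 0.59 and periosteal and fibrous 0.84 (past the threshold).

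In Cxcl12 or Lepr positive against negative marrow spots, log2 fold changes of lists and genes were as follows. In sums per section: megakaryocyte −0.61, Cd74 −0.52, Pf4 −0.46, Sparc −0.36 and Notch3 −0.37 (of the other sign). Without the femur block: megakaryocyte −0.064, Cd74 −0.062 and Cdh5 0.10 (of the other sign). With DESeq2's size factors in edgeR: Mac3 0.037, Mac4 0.01, Cdh5 0.063 and Tgfb1 0.057 (of the other sign). With DESeq2: Mac3 0.037, Mac4 0.006 and Cdh5 0.067 (of the other sign). Without the count filter: smooth muscle −1.60, endothelial −0.73, macrophage −0.95, erythroid −0.85, EC1 −0.95, EC2 −0.86, EC3 −1.16, Mac1 −0.94, Mac2 −0.79, Mac3 −0.71, Mac4 −0.71, WNT −0.99, Notch −0.97, TGFβ −0.91 and Table S5 genes −0.90 (past the threshold). Also megakaryocyte −0.53, Cd74 −0.49, C1qa −0.19, Pf4 −0.37, Sparc −0.49, Fzd4 −0.14, Notch3 −0.80 and Tgfbr2 −0.046 (of the other sign). In femur 1 alone: erythroid −0.70, Mac1 −0.41, Mac2 −0.42 and Table S5 genes −0.27 (past the threshold). Also endothelial 0.39, megakaryocyte −0.39, Mac3 0.10, Cd74 −0.19, Ryr1 0.012, Pf4 −0.46 and Col1a1 0.086 (of the other sign). In femur 2 alone: macrophage 0.017, erythroid 0.26, Mac2 0.084, Mac4 0.048, TGFβ 0.053, Hba-a2 0.23, Notch3 −0.25 and Tgfb1 0.50 (of the other sign). Without the most abundant member of each list: megakaryocyte −0.17 (of the other sign). With at least 100 UMIs per spot: erythroid −0.58 (past the threshold). Also smooth muscle 0.056, endothelial 0.48, megakaryocyte −0.22, EC1 0.19, EC2 0.042, EC3 0.12, Mac2 0.031, Mac4 0.024, Notch 0.14, TGFβ 0.26, Myh11 0.059, Cdh5 0.45, Pf4 −0.24, Vim 0.30, Il6st 0.28, Apoe 0.47, Psap 0.10, Fzd4 −0.19 and Tgfb1 0.52 (of the other sign). With anchor p under 0.001: smooth muscle 0.35, endothelial 0.009, macrophage 0.062, megakaryocyte −0.79, WNT 0.04, Cd74 −0.21, Myh11 0.76, Cdh5 0.11, Pf4 −0.92, Il6st 0.14, Col4a1 0.017 and Slc25a4 0.25 (of the other sign). With k-means clusters: megakaryocyte −0.38, EC3 0.23, Mac3 0.10, Cd74 −0.37, Cdh5 0.085, C1qa −0.10, Pf4 −0.48, Vim 0.40, Apoe 0.24, Tgfb1 0.31 and Tgfbr2 −0.84 (of the other sign). With erythroid-rich marrow spots: endothelial 0.43, EC2 0.028, EC3 0.12, Mac2 0.13, Mac3 0.12, TGFβ 0.41, Cdh5 0.58, Apoe 0.28, Ctnnb1 0.039 and Tgfb1 0.64 (of the other sign). Without thinning: smooth muscle 0.48, endothelial 0.16, megakaryocyte −1.17, Cd74 −0.96, Ryr1 0.093, Myh11 1.37, Cdh5 0.55, Pf4 −1.19, Vim 0.14, Il6st 0.10, Fzd4 −0.061 and Hes1 0.10 (of the other sign). With another seed: megakaryocyte −0.12, Cd74 −0.48, Cdh5 0.31, Pf4 −0.17, Slc25a4 0.27, Notch3 −0.96 and Tgfbr2 −0.13 (of the other sign). With the wide defining list: smooth muscle 0.72, endothelial 0.093, macrophage 0.21, EC1 0.58, EC2 0.43, EC3 0.60, Mac2 0.15, Mac3 0.29, WNT 0.029, Notch 0.073, Table S5 genes 0.18, Cd74 −0.23, Myh11 1.45, Vim 0.93, Il6st 0.78, Col4a1 0.037, Apoe 0.81, Slc25a4 0.10, Col1a1 0.43, Psap 0.16, Ctnnb1 0.47, Fzd4 −0.50, Hes1 0.14 and Tgfbr2 −0.20 (of the other sign). With 1 section left out in turn, the range was: megakaryocyte −0.30 to 0.39, erythroid −0.79 to 0.13, Mac2 −0.47 to 0.041, Mac3 −0.40 to 0.12, Notch −0.31 to 0.091, Cd74 −0.047 to 0.18, Ryr1 −0.86 to 0.045, Cdh5 −0.31 to 0.23, Pf4 −0.11 to 0.51, Hba-a2 −0.75 to 0.11, Sparc −0.12 to 0.41, Fzd4 −0.29 to 0.94, Notch3 −0.22 to 0.12 and Tgfb1 −0.28 to 0.26.

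In endothelial-high against low marrow spots, log2 fold changes of lists and genes were as follows. In sums per section: Glycolysis −0.035 (of the other sign). Without the femur block: erythroid −0.79, proliferation −0.56, megakaryocyte −0.56, adipocyte 0.80, neutrophil maturation −1.22 and B cell −0.59 (short of the threshold). With DESeq2's size factors in edgeR: Glycolysis −0.019 (of the other sign). With DESeq2: erythroid −1.40, proliferation −1.22, megakaryocyte −1.07, adipocyte 0.85, neutrophil maturation −1.30 and B cell −0.94 (short of the threshold). Also Glycolysis −0.02 (of the other sign). Without the count filter: adipocyte 0.66 (short of the threshold). Also Glycolysis −0.21, FA metab −0.025, PDGF −0.084 and WNT −0.11 (of the other sign). In femur 1 alone: proliferation −0.19, megakaryocyte −0.045, neutrophil maturation −0.81 and B cell −0.24 (short of the threshold). Also TGFβ 0.019 and Atp5a1 0.19 (of the other sign). In femur 2 alone: Glycolysis 0.19 and FA metab 0.32 (past the threshold). Also OxPhos 0.003 (of the other sign). Without the most abundant member of each list: B cell −1.003 (short of the threshold). Also Glycolysis −0.014 (of the other sign). With at least 100 UMIs per spot: Glycolysis −0.22, PDGF −0.02, Fzd4 0.28 and Ctnnb1 −0.21 (of the other sign). With anchor p under 0.001: adipocyte 0.46 (short of the threshold). Also Glycolysis −0.13, TGFβ 0.039 and Atp5a1 0.034 (of the other sign). With k-means clusters: erythroid −0.073, proliferation −0.17 and adipocyte 0.07 (short of the threshold). Also OxPhos 0.066, PDGF −0.02, BMP −0.26, TGFβ 0.20, megakaryocyte 0.009, Adipoq −0.23, neutrophil maturation 0.004, B cell 0.14, Sf3b3 0.021 and Atp5a1 0.26 (of the other sign). With erythroid-rich marrow spots: proliferation −0.092, adipocyte 0.43, neutrophil maturation −0.61 and B cell −0.011 (short of the threshold). Also OxPhos 0.10, BMP −0.01, megakaryocyte 0.056, Adipoq −0.39, Pklr 0.038, Hist1h2bj 0.058, Gp1ba 0.025 and Atp5a1 0.28 (of the other sign). Without thinning: erythroid −1.54, proliferation −1.45, megakaryocyte −1.47, adipocyte 0.92, neutrophil maturation −1.63 and B cell −1.49 (short of the threshold). Also OxPhos 0.023, Atp5a1 0.089 and Fzd4 0.29 (of the other sign). With another seed: adipocyte 0.54 (short of the threshold). Also Glycolysis −0.14, FA metab −0.067 and TGFβ 0.027 (of the other sign). With 1 section left out in turn, the range was: Glycolysis −0.33 to 0.059, FA metab −0.21 to 0.22, PDGF −0.093 to 0.25, WNT −0.049 to 0.28, erythroid −1.71 to −1.22, megakaryocyte −1.59 to −0.89, adipocyte 0.56 to 1.01, neutrophil maturation −1.57 to −1.27, B cell −1.25 to −0.73 and Ctnnb1 −0.038 to 0.83.

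In bone-list-high against low marrow spots, log2 fold changes of lists and genes were as follows. In sums per section: erythroid −0.56 (short of the threshold). Without the femur block: osteogenic 0.82, periosteal and fibrous 0.76, erythroid −0.70 and cartilage 1.51 (short of the threshold). Also Ctnnb1 0.086 (of the other sign). Without the count filter: FA metab −0.038 and Acadl −0.026 (of the other sign). In femur 1 alone: Glycolysis 0.52, FA metab 0.64, PDGF 0.81, WNT 0.89 and BMP 0.57 (past the threshold). Also erythroid −0.56 (short of the threshold). Also OxPhos 0.18 and Ctnnb1 0.55 (of the other sign). In femur 2 alone: osteogenic 0.76, periosteal and fibrous 0.74, erythroid −0.30 and cartilage 1.06 (short of the threshold). Also FA metab −0.059, BMP −0.007 and Acadl −0.20 (of the other sign). Without the most abundant member of each list: cartilage 0.46 (short of the threshold). With at least 100 UMIs per spot: erythroid −0.53 (short of the threshold). Also FA metab −0.081, BMP −0.12, Fzd4 −0.017, Ctnnb1 0.023 and Id1 −0.085 (of the other sign). With anchor p under 0.001: osteogenic 0.77, periosteal and fibrous 0.80 and erythroid −0.48 (short of the threshold). Also FA metab −0.062, BMP −0.041 and Ctnnb1 0.34 (of the other sign). With k-means clusters: FA metab 0.47, PDGF 0.85, WNT 0.66, BMP 0.63 and TGFβ 0.54 (past the threshold). Also OxPhos 0.071 and Ctnnb1 0.29 (of the other sign). With erythroid-rich marrow spots: PDGF 0.63, WNT 0.78 and BMP 0.62 (past the threshold). Also OxPhos 0.075 and Ctnnb1 0.73 (of the other sign). Without thinning: erythroid −0.64 (short of the threshold). Also FA metab −0.074, Acadl −0.022, Ctnnb1 0.35 and Id1 −0.03 (of the other sign). With another seed: osteogenic 0.69 (short of the threshold). Also FA metab −0.15, Acadl −0.062 and Fzd4 −0.42 (of the other sign). With 1 section left out in turn, the range was: FA metab −0.026 to 0.19, osteogenic 0.68 to 0.94, periosteal and fibrous 0.92 to 1.19, erythroid −0.93 to −0.15, Acadl −0.13 to 0.25 and Ctnnb1 −0.23 to 0.15.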

Differences from the paper's values

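For unique genes per spot, the paper's value is 172 ± 154 in cortical and 194 ± 96 in trabecular bone (mean ± SD), and 433.9 was found here for bone spots taken by transcripts, a group that holds both kinds of bone. With k-means clusters, set before the data were examined, the value was 362.9, outside the paper's mean ± SD for both. It lies closer to the paper's means than the SD of the 4 section means here (198.2), and by that measure it does not differ. With at least 100 UMIs per spot (456.9) and anchor p under 0.001 (464.8) it differed from both.

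The title of Table S5 names spots with mesenchymal lineage cells and the text spots with stem and progenitor cells, so both splits are set beside it. Its spots were chosen by deconvolution and taken as replicates, whereas here spots were chosen by transcripts and mice were the replicates, so the spot groups are unlike. Mesenchymal-high against low marrow spots gave other values for 6 genes. A value differs when its sign is other or it lies farther from the paper's than the SD of the 2 femurs. The alternatives below were set before the data were examined. Sparc was 1.586 in the paper and 0.804 here (standard error 0.37), and no longer differed in femur 1 alone (1.398), unlike under the others. Postn was 0.554 in the paper and 1.274 here (standard error 0.43), and no longer differed with at least 100 UMIs per spot (0.454), with anchor p under 0.001 (0.708) and with another seed (0.657), unlike under the others that gave a value (there was none in femur 1 alone and with k-means clusters). Col1a1 was 1.545 in the paper and 1.009 here (standard error 0.38), and no longer differed in femur 1 alone (1.499) and with k-means clusters (1.599), unlike under the others. Bglap was 1.993 in the paper and 0.729 here (standard error 0.36), and no longer differed in femur 1 alone (1.499), unlike under the others. Ctsk was 2.199 in the paper and 0.872 here (standard error 0.43), and no longer differed without the femur block (1.213), without section 2-1 (1.046), in femur 1 alone (2.009) and with k-means clusters (1.234), unlike under the others. Ryr1 was 0.487 in the paper and 0.034 here (standard error 0.34), and no longer differed in femur 1 alone (0.454) and with k-means clusters (0.478), unlike under the others. The paper's values for Postn, Col1a1 and Ryr1 lie within 2 standard errors of those found here.

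Against the same table, Cxcl12 or Lepr positive against negative marrow spots gave other values for 7 genes. Sparc was 1.586 in the paper and 0.231 here (standard error 0.47), and no alternative came within that SD. Postn was 0.554 in the paper and −0.683 here (standard error 1.20), and no longer differed with the wide defining list (0.149), unlike under the others. Positive spots of femurs 1 and 2 held 1 and 2 UMIs of Postn and 2 and 4 of Pdgfra. Col1a1 was 1.545 in the paper and −0.230 here (standard error 0.45), and no alternative came within that SD. Bglap was 1.993 in the paper and 0.010 here (standard error 0.50), and no longer differed in femur 2 alone (0.727), unlike under the others. Ctsk was 2.199 in the paper and 0.484 here (standard error 0.46), and no alternative came within that SD. Pdgfra was 1.027 in the paper and −0.099 here (standard error 0.96), and no longer differed without the femur block (0.003), with DESeq2 (0.218), without section 2-2 (0.105) and without thinning (0.071), unlike under the others that gave a value (there was none without section 1-2, in femur 1 alone and with k-means clusters). Ryr1 was 0.487 in the paper and −0.259 here (standard error 0.50), and no alternative came within that SD. The paper's values for Postn, Pdgfra and Ryr1 lie within 2 standard errors of those found here. The SD of the 2 femurs was 0.003 for Sparc and 0.030 for Ryr1, far below the standard error, so for these genes that SD sets apart nearly any value and decides nothing about the alternatives.

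The paper places smooth muscle cells, endothelial cells, macrophages and megakaryocytes with stromal progenitors in marrow spots. In Cxcl12 or Lepr positive spots these lists had log2 fold changes of −0.82, −0.14, −0.32 and 0.085, none past the threshold. With the wide defining list they were 0.72, 0.093, 0.21 and 0.046. It gives subclusters EC3 and Mac2 a positive and EC1 a negative relation. Their genes had −0.58, −0.18 and −0.35 here, and 0.60, 0.15 and 0.58 with the wide defining list. For EC2, weakly positive in the paper, and Mac3, positive there but not significantly, they had −0.31 and −0.075, and 0.43 and 0.29 with that list. It names WNT, Notch and TGFβ as enriched there. The lists had −0.34, −0.14 and −0.33, and 0.029, 0.073 and −0.044 with that list. The erythroid list, negative in the paper, had −0.26 (−0.94 in femur 1 and 0.42 in femur 2), where the median over all genes was −0.33. Cd44 and Ryr1, restricted to the niche in the paper, where RNAscope also placed them near Lepr positive cells, had −0.87 and −0.26.

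Over the whole of Table S5, whose genes are all above 0 in the paper, 599 of 734 genes measured lay above 0 in mesenchymal-high spots (81.6%, against 43.6% of other genes). With k-means clusters the share was 88.6%. In Cxcl12 or Lepr positive spots the share was 31.9% (others 30.2%), and 44.3% (others 29.8%) with k-means clusters. The study chose these genes as enriched in marrow spots with stromal cells of the same sections, so the shares are not independent evidence.

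The paper places reticular cells that carry Cxcl12 and Lepr in the marrow. Per UMI, Cxcl12 had a log2 fold change of 0.44 and Lepr 0.37 in bone against marrow spots, neither past the threshold, and Lepr −0.42 with k-means clusters. For PαS cells in cortical bone, Pdgfra had 0.79 in bone spots and passed the threshold with erythroid-rich marrow spots (2.17), an alternative chosen after the data were seen. With those spots 626 of 4272 genes rose and 849 fell. The paper finds glycolysis genes high next to vessels, where the list had 0.007. In femur 2 alone the list had 0.19, past the threshold, but 10 of 37 lists rose there. In the fit of both femurs it had 0.072 in femur 2. The paper finds WNT genes low next to bone, where the list had 0.21, and 0.66, past the threshold, with k-means clusters. It finds fatty acid genes at the cortical surface and at intermediate distances from trabecular bone, and BMP and TGFβ genes high near both. In bone-list-high spots, which hold transcripts of either kind of bone, the lists had 0.069, 0.12 and 0.28, short of the threshold. They passed it with k-means clusters (0.47, 0.63 and 0.54), where 19 of the 39 lists rose, fatty acid and BMP genes also in femur 1 alone, and BMP genes with erythroid-rich marrow spots. With the anchor lists, the fatty acid, BMP and TGFβ values had the sign the paper gives near bone. In femur 2, fatty acid and BMP genes were negative (−0.19 and −0.13). Oxidative phosphorylation (−0.15) and WNT genes (0.17) near vessels also had the paper's sign. PDGF genes near bone, trabecular bone in the paper, did so too (0.52). PDGF genes near vessels, active next to and far from them in the paper, had 0.12. None of these passed the threshold, and only PDGF and TGFβ genes near bone exceeded their standard errors. The oxidative phosphorylation list changed sign with k-means clusters, with erythroid-rich marrow spots, without thinning and in femur 2 alone. The WNT list near vessels did so without section 1-1 and without the count filter.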

Other observations

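The test of clusters on the erythroid list below, and the comparison with erythroid-rich marrow spots, were chosen after the data were seen. With marrow spots of at least 5% erythroid UMIs, edgeR called 626 genes higher and 849 lower in bone spots. The osteogenic (2.33), extracellular matrix (2.58), periosteal and fibrous (2.63) and smooth muscle (1.31) lists were then higher, and the leukocyte (−1.92), proliferation (−2.62) and megakaryocyte (−1.82) lists lower. Erythroid genes were used to choose these spots and were left out of the counts. In mesenchymal-high spots this setting called 94 genes.

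Granulocyte transcripts were few. S100a8 had 18, 54, 20 and 13 UMIs, S100a9 5, 11, 8 and 6, Ngp 3, 5, 3 and 2, Camp 304, 406, 163 and 296 and Ltf 128, 155, 91 and 104 in sections 1-1, 1-2, 2-1 and 2-2, against 56818, 57843, 26202 and 35844 for Hba-a2. The histone gene Hist1h1a had 9781 and 11002 UMIs in the sections of femur 1.

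The erythroid list fell by 1.38 on the log2 scale in endothelial-high marrow spots (adjusted p = 0.00695, edgeR). It had −0.61 in femur 1 and −2.14 in femur 2, and was at −0.073 with marrow spots taken from clusters. Spots of soft tissue within the marrow class may explain the fall, since clusters keep 84.9, 62.6, 46.4 and 51.9% of the marrow spots of sections 1-1, 1-2, 2-1 and 2-2. Both groupings use transcripts and no image, so tissue could not be checked, and no biological explanation was tested.

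Lists not described at a claim did not pass the threshold of edgeR in these comparisons. In bone against marrow spots they lay between −1.56 (neutrophil maturation) and 1.99 (cartilage), with a lowest adjusted p of 0.0976 (cartilage). In mesenchymal-high against low marrow spots they lay between −1.03 (neutrophil maturation) and 0.64 (EC3), with a lowest adjusted p of 0.346 (neutrophil maturation). In endothelial-high against low marrow spots they lay between −0.69 (leukocyte) and 0.59 (smooth muscle), with a lowest adjusted p of 0.113 (leukocyte). In bone-list-high against low marrow spots they lay between −0.57 (proliferation) and 0.63 (extracellular matrix), with a lowest adjusted p of 0.0510 (extracellular matrix). In bone against marrow spots, Hypoxia had −0.17, Jak/Stat had −0.41, Foxo had −0.40, p53 had 0.91, stress and immediate early had 0.060, pericyte had 0.53 and monocyte had 0.99.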
